# Adaptive restoration of T-cell motility by cold acclimation through metabolic and transcriptional remodeling

**DOI:** 10.3389/fimmu.2026.1789182

**Published:** 2026-04-10

**Authors:** Masahiro Hattori, Noriyoshi Onishi, Tatsuya Sato, Takashi Nakakura, Takeshi Suzuki

**Keywords:** cell motility, cold acclimation, mitochondrial respiration, spare respiratory capacity, T cells, temperature adaptation, transcriptomic remodeling

## Abstract

**Objectives:**

Low temperatures reduce T-cell motility; however, the mechanisms by which T cells adapt to low-temperature environments remain poorly understood. Here, we investigated how T cells respond and adapt to subphysiological temperatures.

**Methods:**

Conalbumin-specific D10 T cells were analyzed by time-lapse live-cell imaging using an inverted microscope equipped with a temperature-controlled chamber. Cellular respiration was assessed using a Seahorse XFe96 analyzer, and transcriptomic changes were examined by RNA sequencing.

**Results:**

At 37°C, T cells exhibited active lamellipodia-driven migration. Reducing the temperature below 32°C progressively suppressed crawling motility, accompanied by increased cell rounding. At 26°C, motility was markedly reduced in non-acclimated T cells. Unexpectedly, T cells transiently exposed to low temperatures during routine passaging retained motility under cold conditions, suggesting the induction of cold acclimation. Consistent with this interpretation, T cells cultured at temperatures between 30°C and 26°C for 24 h exhibited enhanced motility when evaluated at the corresponding temperatures compared with non-acclimated cells, with the most pronounced functional difference observed at 26°C. Cold acclimation at 26°C was also associated with a marked increase in mitochondrial spare respiratory capacity. RNA sequencing revealed extensive transcriptional reprogramming following cold acclimation, characterized by upregulation of pathways related to ribosome biogenesis, RNA processing, transcriptional regulation, and protein quality control, and downregulation of gene sets involved in DNA replication, DNA repair, and cell cycle progression, consistent with adaptive cellular remodeling.

**Conclusion:**

These findings demonstrate that T-cell motility is highly temperature-sensitive, but prior exposure to low temperature enables adaptive restoration of migratory activity through coordinated metabolic and transcriptional remodeling. This adaptive response suggests that temperature actively regulates immune cell dynamics rather than serving solely as an environmental constraint and provides new insight into temperature-dependent immune regulation.

## Introduction

T cells are essential components of adaptive immunity, recognizing antigens presented by antigen-presenting cells and executing effector functions ranging from cytokine production to cytotoxic activity (1–3). These processes require dynamic cellular behavior, including continuous migration and cytoskeletal remodeling. A key aspect of T-cell activation is the formation of the immunological synapse, a specialized interface that coordinates T cell receptor (TCR) signaling and adhesion. To efficiently engage antigen-presenting cells, T cells must retain motility and dynamically extend lamellipodia and filopodia to survey their surroundings (4–6).

It is increasingly recognized that immune cell function is strongly shaped by the local microenvironment, including oxygen tension, nutrient availability, and metabolic constraints (7, 8). In contrast, temperature has received comparatively little attention. Although mammals tightly regulate core body temperature, immune cells are frequently exposed to lower temperatures. Fever transiently elevates tissue temperature (9, 10), whereas inflammation, ischemia, or tissue injury can locally reduce temperature. Clinically, systemic hypothermia is intentionally induced during cardiac surgery or organ transplantation (11, 12), and immune cells stored under hypothermic conditions may re-enter the circulation following transplantation (13). Incidental or therapeutic hypothermia in critical care settings likewise exposes circulating lymphocytes to cold environments.

Beyond these clinical contexts, immune cells in peripheral tissues are chronically subjected to subphysiological temperatures. For example, skin temperature at the fingertips is typically several degrees lower than core body temperature and decreases further during winter (14, 15). During outdoor cold exposure, fingertip temperatures can fall below 10°C within minutes, although this decline is partially counteracted by cold-induced vasodilation (16, 17). These observations underscore that lymphocytes operating in distal tissues must preserve at least basal functional activity in environments substantially colder than 37°C.

Early studies suggested that hypothermia broadly suppresses immune responses, consistent with the increased susceptibility to infection observed in hypothermic patients (18–21). However, the mechanisms underlying this suppression remain poorly defined. In particular, the effects of temperature on T-cell motility and cytoskeletal remodeling have not been systematically investigated. Whether T cells can adapt to sustained cold exposure—via a process referred to here as cold acclimation—remains largely unknown. In other cell types, such as neurons, cold exposure induces synaptic remodeling and promotes survival through RBM3-dependent mechanisms (22). More broadly, cold adaptation in mammalian cells is associated with alterations in membrane properties, cytoskeletal organization, gene expression, and metabolic remodeling (23, 24).

Cellular metabolism represents another critical regulator of T cell function. Upon activation, T cells undergo intrinsic metabolic reprogramming, engaging glycolysis and mitochondrial respiration to sustain effector responses (25, 26). However, the extent to which these metabolic pathways are sensitive to temperature changes remains unclear. Addressing this issue may provide fundamental insights into how immune cells respond to environmental stresses such as low temperature.

Despite the frequent exposure of immune cells to subphysiological temperatures in peripheral tissues, it remains largely unknown how such cold environments influence T cell behavior. Specifically, whether T cells merely experience passive functional suppression or actively adapt to maintain motility, cytoskeletal dynamics, and metabolic activity while traversing cold tissues has not been systematically examined. Addressing this gap is essential for understanding how immune surveillance is preserved in cold-exposed tissues and may uncover coordinated metabolic and transcriptional mechanisms underlying temperature-dependent adaptation in T cells.

## Materials and methods

### Cells and culture

The cloned helper T cell line D10.G4.1 (D10), which recognizes chicken conalbumin peptide presented by I-A^k^ (27), and the murine B lymphoma line CH12 (28) were kindly provided by Dr. A. Kupfer. Throughout this study, D10 cells are referred to as “T cells” unless otherwise specified. Cells were maintained at 37°C in a humidified incubator with 5% CO_2_. D10 cells were maintained in Dulbecco’s Modified Eagle Medium (DMEM; 08458-16, Nacalai Tesque Inc., Kyoto, Japan) supplemented with 10% fetal bovine serum, penicillin (100 U/ml), streptomycin (100 μg/ml), L-glutamine (2 mM), non-essential amino acids, and IL-2 (20 U/ml). CH12 cells were also maintained with the same medium except without IL-2. To minimize unintended cold exposure during routine handling, culture media used for passaging were prewarmed to 37°C prior to use.

### Cold acclimation and acute temperature shift protocols

For cold acclimation, T cells were incubated at 26°C for 24 h in a temperature-controlled incubator prior to functional analyses. For acute temperature shift experiments, cells maintained at 37°C were transferred to pre-equilibrated aluminum block incubators set to the designated imaging temperature (22–34°C or 26°C, as indicated). A volume of 100–200 µL of cell suspension was placed in 15 mL tubes and pre-equilibrated for approximately 5 min prior to transfer to glass-bottom dishes for imaging. Antigen-presenting cells were pre-equilibrated separately under identical conditions.

### Cell viability and proliferation analysis

Cell viability was assessed using trypan blue exclusion assay. Cells were collected at 0 h and after 24 h incubation at 37°C or 26°C, mixed with 0.4% trypan blue solution, and counted using a hemocytometer. Viable cells were defined as trypan blue–negative cells and expressed as a percentage of total cell number. Cell proliferation over 24 h was calculated as the fold change in total viable cell number relative to baseline (0 h). Experiments were performed using three independent biological replicates, and for each replicate, cell counts were conducted in quadruplicate prior to statistical analysis.

### Live-cell imaging

Live-cell imaging was performed using an Olympus IX81 inverted microscope (Olympus, Tokyo, Japan) equipped with a temperature-controlled incubation system. To prevent temperature hunting (oscillatory deviation from the set temperature) and to minimize external disturbances, the entire optical setup, including the microscope body, was enclosed within a custom-made acrylic housing. The temperature within the chamber was stabilized for at least 30 min prior to imaging, and fluctuations during acquisition were maintained within ±0.2°C of the set temperature. Humidified 5% CO_2_ was supplied by passing the gas through a water bottle placed inside the incubation chamber, and then directed to the culture dish via the dish lid to maintain appropriate CO_2_ concentration and humidity. Glass-bottom dishes (D11130H, Matsunami Glass Ind. Ltd., Osaka, Japan) were used for imaging. T cells (70–150 μL) were first placed onto the glass coverslip area and mounted on the microscope. After focus was adjusted, an equal volume of CH12 cells was added, after which time-lapse acquisition was initiated. For antigen-specific interaction assays, CH12 cells had been pretreated with 20 mg/mL conalbumin for 15–24 h prior to imaging. Immediately before imaging, both T cells and CH12 cells were concentrated 4–5-fold by centrifugation at 300 × g for 5 min, followed by removal of the supernatant. Concentrated cells were maintained at either the acclimation temperature or 37°C in a humidified 5% CO_2_ atmosphere until imaging. The final plating density was adjusted as needed based on imaging quality. Time-lapse images were acquired at 20-s intervals for 60 consecutive time points (total imaging time, 20 min) using a 40× Plan Achromat objective lens (numerical aperture, 0.85). At each time point, images were acquired at multiple focal planes spanning a 2-μm range in the z-axis to compensate for vertical displacement of floating cells and to ensure continuous acquisition of in-focus images. Images were captured with a CoolSNAP MYO camera (Photometrics, Tucson, AZ, USA) mounted on the microscope, and acquisition was controlled using SlideBook 5.0 software (3i Intelligent Imaging Innovations, Denver, CO, USA), which managed time-lapse acquisition, z-stack scanning, and camera triggering.

### Analysis of T-cell motility and morphology

Time-lapse images of T cells were acquired at 20-s intervals for 60 time points (total duration, 20 min). For quantitative analysis, cells were selected based on predefined objective criteria. Only cells that remained within the field of view throughout the entire recording period, were sufficiently separated to allow accurate segmentation, and did not overlap with neighboring cells were included. TIFF image series were generated, and cells meeting these criteria were selected for analysis. Cell contours were segmented using the Object Selection Tool in Adobe Photoshop (Adobe Systems, San Jose, CA, USA), and binary mask images were generated. The cell area, perimeter, centroid coordinates, and circularity index were measured using ImageJ software (National Institutes of Health, Bethesda, MD, USA). Centroid displacement and cell deformation area were calculated at 3-min intervals. Let $C_{t}$ and $C_{t+1}$ denote the binarized cell regions at two time points separated by 3 min. The cell deformation area ( $A_{CD}$) was defined as:

$$A_{CD}=\text{Area}\left(C_{t+1}\setminus C_{t}\right)$$

which corresponds to the cellular area newly occupied at time t+1 relative to time t. This value was calculated after superimposing the segmented binary masks. In purely translational movement, the newly gained area is expected to be comparable to the area lost between frames, whereas asymmetric changes reflect spreading or contraction. Thus, this parameter quantifies geometric remodeling of the cell contour between consecutive time points. A schematic illustration of this geometrical definition is provided in **Supplementary Figure S1**. The circularity index was calculated using the following formula:

$$\text{Circularity index }=\;(\text{perimete}{\text{r}}^{2})\;/\;(4\text{π }\times \text{ cell area)}$$

Each temperature condition was evaluated in a separate experimental session conducted on different days using independently prepared cell batches. Quantitative datasets shown represent one representative experimental session per condition, although similar temperature-dependent trends were reproducibly observed across independent preparations. Similar temperature-dependent trends were reproducibly observed across independent preparations. Ten non-overlapping cells per condition were analyzed for centroid displacement and cell deformation area (n = 10), and fifteen cells per condition were analyzed for circularity index (n = 15). Each data point shown in the figures represents a single-cell measurement. Cell selection was performed prior to analysis based solely on segmentation feasibility and tracking continuity, without reference to motility outcomes. Quantitative data are presented as mean ± SD. Statistical comparisons between two groups were performed using Welch’s t-test. Statistical significance was defined as follows: *p< 0.05, **p< 0.01, ***p< 0.001, and ****p< 0.0001.

### Extracellular flux assay

T cells were maintained at 37°C under physiological culture conditions and cold-acclimated at 26°C for 24 h. Prior to the assay, the culture medium was replaced with Seahorse XF DMEM assay medium (#103575-100, Agilent Technologies, Santa Clara, CA, USA) supplemented with 5.5 mM glucose, 2.0 mM glutamine, 1.0 mM sodium pyruvate, and 5.0 mM HEPES (pH 7.40). Non–cold-acclimated and cold-acclimated cells were seeded into poly-D-lysine–coated Seahorse XF96 cell culture microplates (#103794-100, Agilent Technologies) at 20,000 cells/well and incubated in a CO_2_-free incubator at 26°C for 45 min to allow temperature equilibration. Measurements were performed at 26°C to match the acclimation temperature. The oxygen consumption rate (OCR) and extracellular acidification rate (ECAR) were measured using a Seahorse XFe96 Analyzer (Agilent Technologies) with cycles of 3 min mixing followed by 3 min measurement. After basal measurements, cells were sequentially injected with oligomycin (2.0 µM; #75351, Sigma-Aldrich, St. Louis, MO, USA), carbonyl cyanide p-trifluoromethoxyphenylhydrazone (FCCP; 5.0 µM; #C2920, Sigma-Aldrich), and a rotenone/antimycin A mixture (1.0 µM; #R8875/#A8674, Sigma-Aldrich). Each condition was analyzed in five technical replicate wells within a single experimental set. Following the assay, cells in each well were lysed and total protein content was quantified using a BCA protein assay (Thermo Fisher Scientific, Waltham, MA, USA). OCR and ECAR values were normalized to total protein content per well. Basal respiration, maximal respiration, and spare respiratory capacity were calculated according to standard Seahorse XF analysis protocols. Time-course data are presented as mean ± SEM to improve visualization, whereas summary parameters are presented as mean ± SD. Statistical comparisons between non–cold-acclimated and cold-acclimated cells were performed on summary parameters using Welch’s t-test.

### RNA isolation and RNA sequencing

Total RNA was isolated from cold-acclimated T cells and non-acclimated control T cells using the RNeasy Mini Kit (74104; QIAGEN, Hilden, Germany). For each condition, three independently prepared biological replicates were used (n = 3). RNA sequencing was performed by Rhelixa, Inc. (Tokyo, Japan). RNA integrity was assessed by the provider, and samples that passed quality control criteria were used for library preparation. Poly(A)+ mRNA was isolated using the NEBNext Poly(A) mRNA Magnetic Isolation Module, and strand-specific sequencing libraries were constructed using the NEBNext Ultra II Directional RNA Library Prep Kit (New England Biolabs). Libraries were sequenced on a NovaSeq X Plus platform (Illumina, Inc., CA, USA) to generate paired-end reads of 150 bp (PE150), with a sequencing depth of approximately 20 million read pairs (40 million reads) per sample. Raw sequencing reads were subjected to quality control and aligned to the mouse reference genome GRCm39 (mm39) using HISAT2. Gene-level read counts were obtained using featureCounts. Differential expression analysis between cold-acclimated and control T cells was performed using DESeq2, with normalization based on the median-of-ratios method implemented in the package. Differentially expressed genes were defined as those with an absolute log2 fold change ≥ 1 and an adjusted p-value (false discovery rate, FDR)< 0.05, with multiple testing correction performed using the Benjamini–Hochberg method. Principal component analysis (PCA) was conducted using variance-stabilized transformed count data generated by DESeq2. Volcano plots were generated using log2 fold change and adjusted p-values from DESeq2 results. Gene Ontology (GO) and KEGG pathway enrichment analyses were performed using the clusterProfiler R package with FDR-adjusted p-values< 0.05 considered statistically significant.

## Results

### T-cell motility is significantly reduced in cold environments

We analyzed T-cell motility at different temperatures using live-cell imaging. Under standard culture conditions at 37°C, T cells actively migrated across the glass-bottom dish by repeatedly extending and retracting lamellipodia. Representative full-field time-lapse recordings acquired at 20-s intervals for 20 min are shown in **Supplementary Video S1a**. Upon the addition of antigen-presenting cells (APCs) bearing cognate antigens, T cells efficiently searched for APCs, established stable T-cell–APC contact within a few minutes (**Figure 1a–f**; **Supplementary Video S2**).

**Figure 1:**
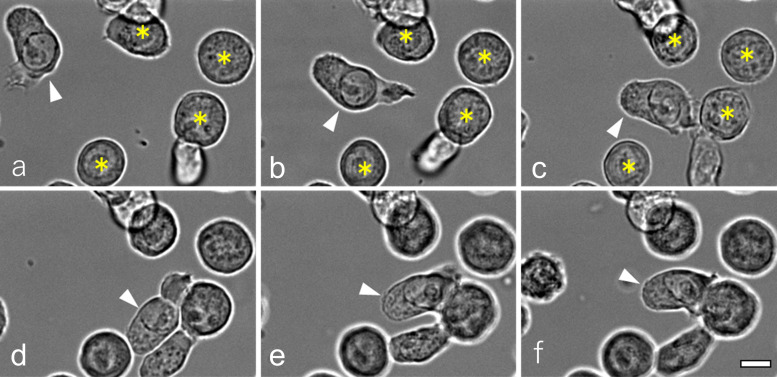
Dynamics of D10 T cells under physiological conditions (see also **Supplementary Video S2**). At 37°C, D10 T cells actively migrated across the glass-bottom dish using lamellipodia. Upon addition of antigen-presenting cells (APCs) bearing the cognate antigen, T cells searched for and contacted APCs, initiating stable cell–cell contact within a few minutes. Panels a–f are snapshots extracted at 2-min intervals from time-lapse images acquired every 5 s (shown in **Supplementary Video S2**), illustrating a representative sequence in which a migrating T cell encounters an APC and initiates stable cell–cell interaction. Arrowheads and asterisks (*) indicate a crawling T cell and APCs, respectively. Scale bar: 10 μm.

When the imaging temperature was lowered below 32°C, both crawling motility and membrane ruffling at the T-cell–APC interface progressively declined with decreasing temperature. At 26°C, T-cell movement was almost completely abolished, and stable T-cell–APC contact was rarely observed (**Figure 2a–f**; **Supplementary Video S1b**, **S3**). Quantitative analysis of time-lapse images revealed that both the cell deformation area and centroid displacement per 3 min—indices of morphological dynamics and cell locomotion—were significantly reduced at 26°C compared with those at 37°C (**Figure 2g, h**). Temperature reduction also markedly affected T-cell morphology. At physiological temperature, T cells exhibited a typical amoeboid shape characterized by dynamic lamellipodial protrusion and retraction. As the temperature decreased, these behaviors were progressively suppressed, and cells adopted a rounded and shrunken morphology (**Supplementary Video S3**). The proportion of rounded cells increased sharply below 32°C, and at 26°C, nearly all cells displayed this morphology. Consistently, quantification using the circularity index demonstrated a progressive increase in cell circularity with decreasing temperature (**Figure 2i**).

**Figure 2:**
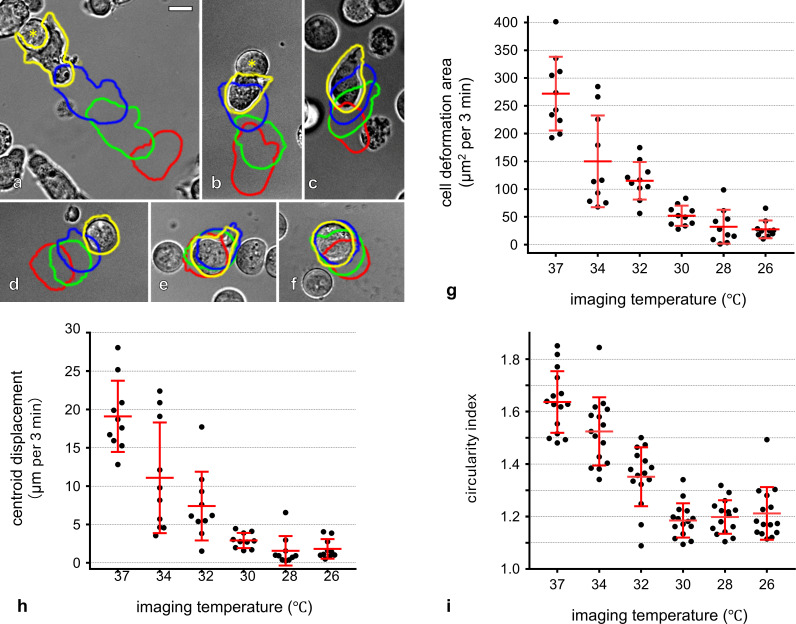
Effect of low temperature on T-cell motility and cell morphology (see also **Supplementary Video S3**). T cells maintained at 37°C were subjected to time-lapse imaging at 37°C **(a)**, 34°C **(b)**, 32°C **(c)**, 30°C **(d)**, 28°C **(e)**, and 26°C **(f)**. For each panel, cell outlines at 9, 6, and 3 min before the displayed frame and at the current time point are shown in red, green, blue, and yellow, respectively. Cell contours were automatically extracted using the object selection tool in Adobe Photoshop, and three parameters were quantified: cell deformation area **(g)**, defined as the area enclosed by the contour at time t+3 min that lies outside the contour at time t; and centroid displacement **(h)**, calculated as the migration length of the cell centroid over 3 min; and the circularity index **(i)**, calculated from the perimeter and area of each cell. Data in panels **(g–i)** are shown as mean ± SD. Each dot represents a single-cell measurement [n = 10 cells per condition for **(g, h)**; n = 15 cells per condition for **(i)**] obtained from a single independent experiment. Scale bar: 10 μm **(a–f)**. Asterisks (*) in **(a, b)** indicate antigen-presenting cells.

### Cold-acclimated T cells exhibit enhanced activity at low temperature

During routine subculture, we occasionally observed that when fresh medium was applied without prewarming, a subset of T cells retained detectable motility under transient cooling, although overall activity was reduced. This observation led us to hypothesize that prior exposure to low temperature attenuates the cold-induced suppression of T-cell motility. To test this hypothesis, T cells were precultured at 26°C for 24 h to induce cold acclimation, and their behavior was subsequently analyzed under reduced-temperature conditions.

When non-acclimated T cells continuously maintained at 37°C were acutely cooled and imaged at 26°C, their motility was markedly suppressed, as indicated by diminished membrane ruffling and minimal centroid displacement (**Figures 3a, b**; **Supplementary Video S4**). In contrast, cold-acclimated T cells displayed robust crawling motility and active membrane ruffling at the cell–cell contact interface under the same low-temperature conditions (**Figures 3c, d**; **Supplementary Video S4**). Quantitative analysis revealed that the cell deformation area and centroid displacement per 3 min interval were increased by 7.21-fold and 8.28-fold, respectively, compared with non-acclimated cells imaged at 26°C (**Figures 3e, f**). Morphologically, cold-acclimated T cells retained an amoeboid shape with repeated lamellipodial extension and retraction at 26°C, whereas non-acclimated cells adopted a rounded morphology under the same conditions (**Figure 3g**). Notably, when cold-acclimated T cells were returned to 37°C, both motility parameters and the circularity index were significantly lower than those of non-acclimated T cells cultured at 37°C (**Figures 3e–g**). Furthermore, within the cold-acclimated group, cell deformation area and centroid displacement were significantly greater at 26°C than at 37°C, indicating that acclimation-induced enhancement of T-cell activity is most prominent under cold conditions.

**Figure 3:**
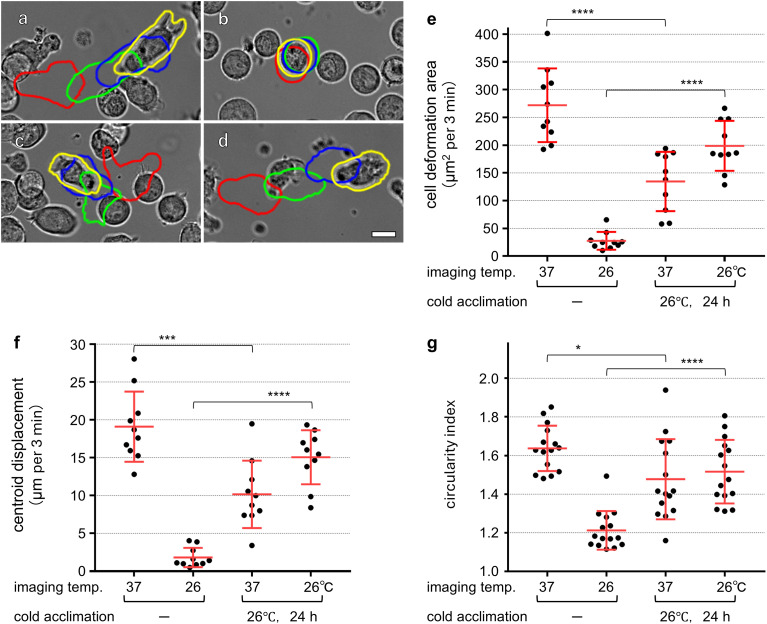
Activation of T-cell motility by cold acclimation (see also **Supplementary Video S4**). T cells maintained at 37°C were imaged either at 37°C **(a)** or acutely cooled to 26°C **(b)**, showing a marked reduction in motility at low temperature. In contrast, T cells acclimated to 26°C for 24 h displayed restored motility when imaged at 37°C **(c)** and maintained motility even when imaged at 26°C **(d)**. For each panel, cell outlines at 9, 6, and 3 min before the displayed frame and at the current time point are shown in red, green, blue, and yellow, respectively. Cell contours were extracted using the object selection tool in Adobe Photoshop. Three parameters were quantified: cell deformation area **(e)**, defined as the area extending beyond the contour obtained 3 min earlier; centroid displacement **(f)**, calculated as the migration length of the cell centroid over 3 min; and the circularity index **(g)**, calculated from the perimeter and area of each cell. Data in panels e–g are shown as mean ± SD, and statistical significance was assessed using Welch’s t-test. Each dot represents a single-cell measurement [n = 10 cells per condition for **(e, f)**; n = 15 cells per condition for **(g)**] obtained from a single independent experiment. Scale bar: 10 μm **(a–d)**. The difference between cold-acclimated cells imaged at 26°C vs 37°C was statistically significant for cell deformation area (**p< 0.01) and centroid displacement (*p< 0.05), although statistical markers are not shown to maintain visual clarity.

To determine whether reduced temperature affects cell survival, we assessed cell viability using trypan blue exclusion assay before and after 24 h incubation at 37°C or 26°C (**Supplementary Figure S2**). Although viability showed a modest decrease after 24 h at 26°C, this change did not reach statistical significance (Welch’s t-test, p = 0.0808). In contrast, cell proliferation over 24 h was markedly suppressed at 26°C (1.066-fold increase) compared with 37°C (2.45-fold increase). These findings indicate that the functional suppression observed under acute cooling is not attributable to substantial loss of cell viability but is associated with reduced short-term proliferative expansion. In parallel with preserved viability, cell proliferation over 24 h was markedly reduced at 26°C compared with 37°C, indicating that subphysiological temperature strongly suppresses cell-cycle progression under our culture conditions.

### Enhanced mitochondrial respiratory activity in cold-acclimated T cells

To determine whether cold acclimation enhances T-cell energy metabolism under low-temperature conditions, metabolic activity was assessed using a flux analyzer (**Figures 4a, b**). Under these conditions, cold-acclimated T cells exhibited a 1.69-fold increase in maximal respiration and a 3.49-fold increase in spare respiratory capacity compared with non-acclimated cells (**Figures 4c, d**). Although the increase in maximal respiration did not reach statistical significance, spare respiratory capacity was significantly elevated in cold-acclimated cells. In contrast, proton leak was comparable between the two groups, and glycolytic activity remained unchanged (**Figure 4b**), indicating that the enhanced respiratory phenotype was not accompanied by increased glycolysis. These results suggest that cold acclimation enhances mitochondrial oxidative capacity under low-temperature conditions. To examine whether this metabolic enhancement persists at physiological temperature, respiratory activity was also evaluated at 37°C (**Figure 4e**). Upon rewarming, non-acclimated cells displayed a pronounced increase in maximal respiration, whereas cold-acclimated cells showed little or no additional elevation relative to their low-temperature values. Consequently, the magnitude of temperature-dependent metabolic upregulation was reduced in cold-acclimated cells, indicating that these cells already possess elevated respiratory capacity prior to rewarming. As shown in (**Supplementary Figure S3**), extracellular acidification rate (ECAR) increased at 37°C in both groups, with a tendency toward higher values in cold-acclimated cells, indicating that glycolytic capacity is not impaired by prior cold acclimation.

**Figure 4:**
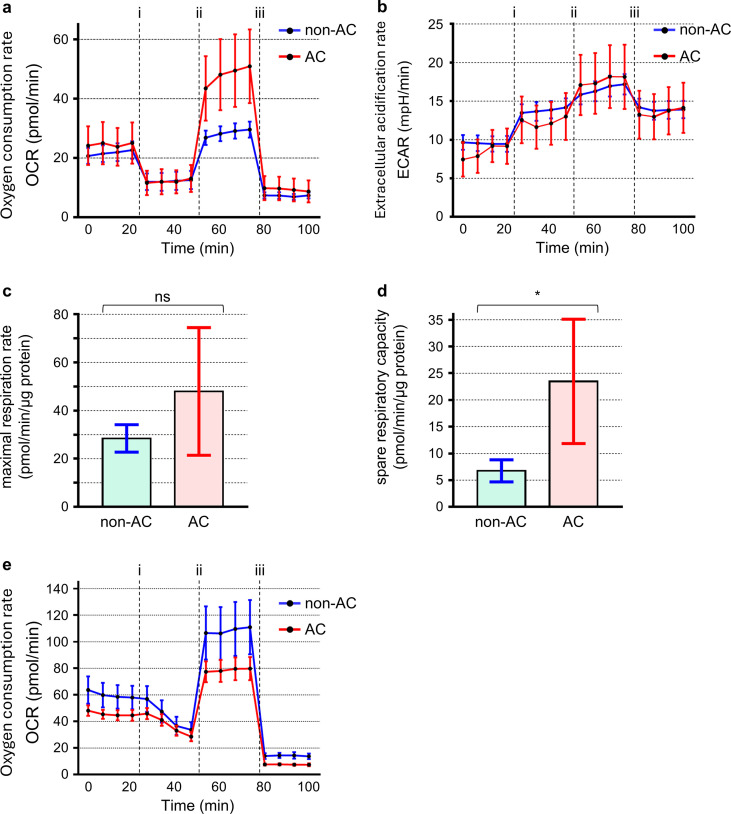
Effects of cold acclimation on mitochondrial and glycolytic function in T cells. T cells maintained at 37°C (non-AC) or acclimated to 26°C for 24 h (AC) were analyzed using a Seahorse XFe96 analyzer. Oxygen consumption rate (OCR, **(a)** and extracellular acidification rate (ECAR, **(b)** were monitored at baseline and after sequential injections of oligomycin (i), FCCP (ii), and rotenone/antimycin A (iii). Maximal respiration and spare respiratory capacity are shown in **(c, d)**, respectively. To determine whether respiratory differences persist under physiological temperature, OCR was also measured at 37°C **(e)**. Data in **(a, b, e)** represent mean ± SEM, whereas data in **(c, d)** represent mean ± SD. Statistical significance was assessed on summary parameters using Welch’s t-test. SEM is shown for time-course data **(a, b, e)** to indicate the precision of the mean across measurement cycles, whereas SD is shown for summary parameters **(c, d)** to reflect variability among experimental replicates. * p < 0.05; ns, not significant.

### Temperature conditions required for cold acclimation of T cells

To define the temperature range required for cold acclimation, T cells maintained at 37°C were transferred to 34°C, 32°C, 30°C, 28°C, 26°C, or 22°C for 24 h, and their motility was assessed by live-cell imaging at the corresponding acclimation temperature. T cells precultured at 34°C displayed detectable crawling activity when imaged at 34°C; however, their motility was slightly reduced compared with that of non-acclimated cells examined at the same temperature (**Figures 5a–c**). Although changes in cell deformation area and centroid displacement did not reach statistical significance, the circularity index was significantly decreased at 34°C, indicating partial suppression of amoeboid morphology. At intermediate temperatures (32°C, 30°C, and 28°C), cold-acclimated cells consistently showed higher motility than non-acclimated cells when evaluated at the same temperature (**Figures 5a–c**), indicating that cold acclimation was induced across this temperature range of intermediate temperatures. Among the temperatures tested, acclimation at 26°C produced the largest difference between non-acclimated and acclimated cells, reflecting both a marked reduction in motility in non-acclimated cells and a robust enhancement in acclimated cells. This temperature therefore represents the condition under which the functional impact of cold acclimation is most clearly manifested. Cells acclimated at 24°C also showed significant improvements in motility-related parameters, although the magnitude of enhancement was lower than that observed at 26°C. Notably, acclimation at 22°C failed to improve either cell motility or morphology, suggesting that excessively low temperatures impair the cellular processes required for effective acclimation. Together, these results define a narrow temperature window for effective cold acclimation of T cells, with the maximal functional impact observed at approximately 26°C.

**Figure 5:**
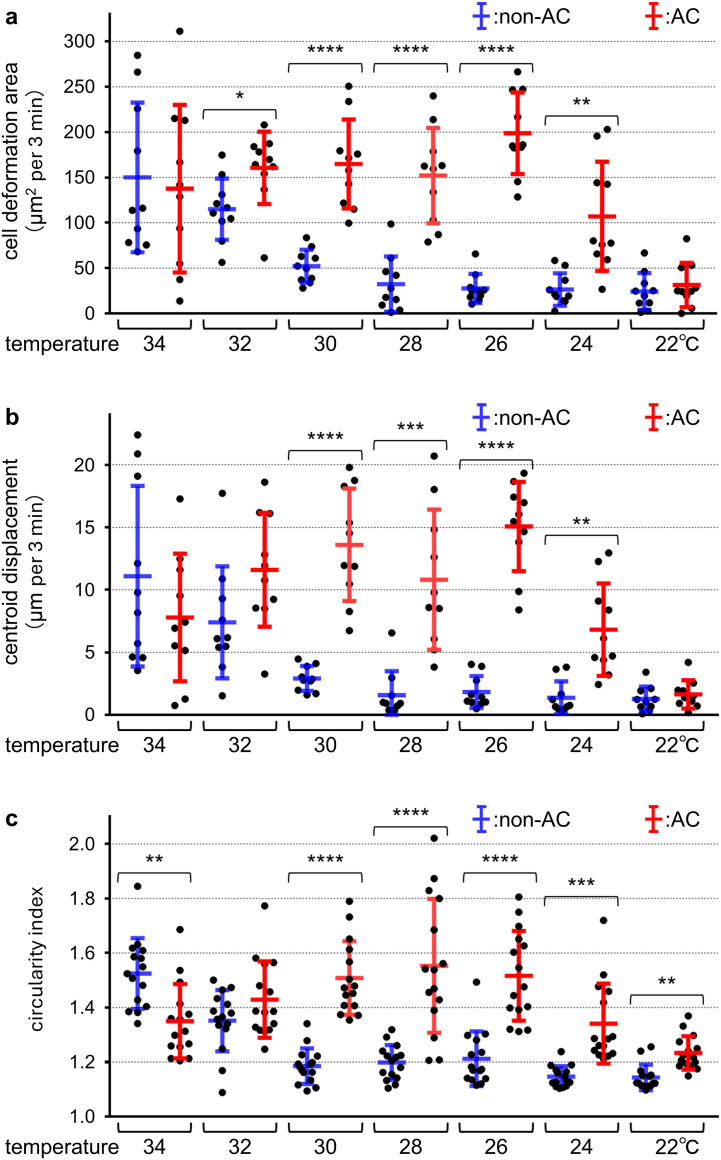
Temperature dependence of cold acclimation in T cells. T cells were incubated for 24 h at each indicated temperature (22–34°C) to induce cold acclimation and were subsequently imaged at the same temperature used during the incubation. Three motility-related parameters were quantified: cell deformation area **(a)**, defined as the area extending beyond the cell contour obtained 3 min earlier; centroid displacement **(b)**, defined as the migration length of the centroid over 3 min; and the circularity index **(c)**, calculated from cell perimeter and area. Blue bars represent non-acclimated cells maintained at 37°C before imaging (non-AC), and red bars represent cold-acclimated cells (AC). Data represent mean ± SD. Each dot represents a single-cell measurement [n = 10 cells per condition for **(a, b)**; n = 15 cells per condition for **(c)**] obtained from a single independent experiment. Asterisks indicate significant differences between non-AC and AC cells at each temperature (Welch’s t-test).

### Relationship between duration of cold exposure and cold acclimation in T cells

To determine the duration of cold exposure required for cold acclimation, T cells maintained at 37°C were transferred to 26°C and analyzed at multiple time points by live-cell imaging at 26°C. When cells were exposed to 26°C for ≤3 h, they remained rounded and contracted and exhibited virtually no motility, resembling non-acclimated control cells (**Figures 6a–d**; **Supplementary Video S5**). After 4 h of exposure, most cells still displayed an inactive morphology; however, a small subset began to extend and retract fine filopodia from restricted regions of the plasma membrane (**Figures 6a–c, e**; **Supplementary Video S5**). With increasing duration of cold exposure, both the proportion of cells exhibiting protrusive activity and the spatial extent of membrane remodeling progressively increased (**Figures 6d–j**; **Supplementary Video S5**). By 18 h, many cells showed dynamic extension and retraction of both filopodia and lamellipodia across the entire cell perimeter and resumed active crawling behavior. Cell motility reached near-maximal levels after 24 h of cold exposure, and further incubation at 26°C did not produce additional enhancement. Together, these results indicate that cold acclimation develops gradually and requires approximately 18–24 h of sustained cold exposure for full manifestation.

**Figure 6:**
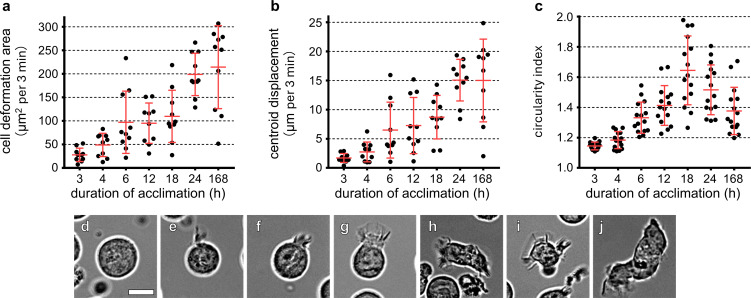
Relationship between the duration of cold exposure and cold acclimation in T cells (see also **Supplementary Video S5**). T cells maintained at 37°C were exposed to 26°C for 3, 4, 6, 12, 18, 24, or 168 h, and their motility and morphology were analyzed at 26°C. Cell deformation area **(a)**, centroid migration length **(b)**, and the circularity index **(c)** were quantified. Longer exposure to the cold environment progressively increased these parameters, indicating gradual acquisition of cold acclimation. **(d–j)** Show representative cell outlines, illustrating the progressive changes in cell morphology associated with cold acclimation. Data in **(a–c)** are presented as mean ± SD. Each dot represents a single-cell measurement [n = 10 cells per condition for **(a, b)**; n = 15 cells per condition for **(c)**] obtained from a single independent experiment. Scale bar: 10 μm **(d–j)**.

### Changes in gene expression of T cells induced by cold acclimation

To examine whether cold acclimation alters gene expression patterns in T cells, RNA sequencing analysis was performed using three independently prepared biological replicates (R1–R3). 

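Poly(A)+ RNA was sequenced from D10 cells, a cloned mouse T cell line, after 24 h at 26°C (cold-acclimated, 3 replicates) or after 24 h at 37°C (non-acclimated, 3 replicates), which gave 6 strand-specific libraries. The authors aligned the reads to the mouse genome GRCm39 with HISAT2, counted them per gene with featureCounts, and deposited TPM values, a measure of transcript abundance, for 41079 listed genes. The annotation release, the gene lengths and the strand setting behind these values are not given in the sources used here. TPM divides each count by the gene's length and scales every library to the same total. The read numbers behind the TPM could nevertheless be recovered, because the values of a gene in the 6 libraries were whole multiples of a common step. For 100% of the 21195 genes with a TPM above 0 in any library, the recovered numbers were whole within a tolerance of 1e-06 reads. Recovered in this way, the non-acclimated libraries held 16899628, 21462543 and 31290854 reads on genes in replicates 1, 2 and 3, and the cold-acclimated libraries held 19605883, 20579363 and 25169484. At a TPM of about 1, a protein-coding gene rested on a median of 26 to 43 recovered reads, depending on the library. Differential expression was tested here with limma on log2(TPM + 1), without a term for the replicate, over the 12227 genes with a mean TPM of at least 1 across the 6 libraries. A gene was called upregulated or downregulated at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change of at least 1 in size. On this scale the fold change of a gene with a low TPM is understated. The median log2 fold change of all tested genes was -0.34 with TPM as deposited and 0.02 after each library was rescaled by the median of its ratios to the genes' geometric means, the scaling that the paper's methods name (median of ratios). Changes of gene lists are therefore given relative to the median of all tested genes.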

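The principal components of the 6 libraries were computed from the gene-centred log2(TPM + 1) values of the 12227 tested genes. PC1 held 55.4% of the variance and PC2 held 25.2%. On PC1 the 3 non-acclimated libraries scored between -57.3 and -47.9, whereas the cold-acclimated libraries scored 63.4, 75.6 and 19.4 in replicates 1, 2 and 3, so the conditions did not overlap. On PC2 the libraries of replicate 3 scored 48.0 without and 55.5 with cold acclimation, whereas the other 4 libraries scored between -36.3 and -10.9. PC2 thus separated replicate 3 from replicates 1 and 2 in both conditions. The share of PC1 was 47.2% when every gene was scaled to unit variance, and 38.7% when genes with low values were kept as well, an alternative chosen after seeing the data. With the 500 most variable genes, PC2 held 33.7%.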

Principal component analysis (PCA) demonstrated tight clustering of replicates within each condition and clear separation between non-acclimated and cold-acclimated samples, indicating high reproducibility and a robust global transcriptional shift induced by cold acclimation (**Supplementary Figure S4**). 

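Across the 12227 tested genes, Pearson's correlation of log2(TPM + 1) ranged from 0.915 to 0.954 between the non-acclimated libraries and from 0.913 to 0.965 between the cold-acclimated libraries. Between the conditions it ranged from 0.843 to 0.945. These correlations are across genes, which are not independent replicates. The highest value between conditions, 0.945, was that of the 2 libraries of replicate 3. It was above the correlations of the cold-acclimated library of replicate 3 with the cold-acclimated libraries of replicate 1 (0.932) and replicate 2 (0.913). In replicate 1, 973 genes rose and 3235 fell by at least 1 on the log2 scale after 24 h at 26°C. The numbers were 847 and 3769 in replicate 2, and 418 and 1866 in replicate 3. Spearman's correlation of the log2 fold changes across genes was 0.84 between replicates 1 and 2, 0.61 between replicates 1 and 3, and 0.63 between replicates 2 and 3. The slope of the log2 fold changes of one replicate on the mean of the other 2 was 1.02, 1.17 and 0.45 for replicates 1, 2 and 3.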

Across all replicates, global gene expression profiles were markedly altered following cold acclimation at 26°C for 24 h (**Figure 7**). Of 15,234 detected genes, 1,243 (8.2%) were significantly upregulated and 1,008 (6.6%) were downregulated (FDR< 0.05, |log2FC| > 1). 

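Of the 12227 genes tested with limma, 321 (2.63%) were called upregulated and 1954 (16.0%) downregulated in cold-acclimated T cells. All 2275 called genes changed in the same direction in the 3 replicates, and none of them had overlapping values between the conditions. In all, 5020 genes (41.1% of those tested) did not overlap between the conditions. Chance gives 10% with 3 libraries against 3 if the libraries are exchangeable, a value that ignores their pairing by replicate number. The balance between upregulated and downregulated genes depended on the scaling of the libraries. With TPM as deposited, 14.1% of the called genes were upregulated, whereas median of ratios scaling called 802 genes upregulated and 1075 downregulated, so that 42.7% were upregulated. The 321 genes called upregulated with TPM as deposited were all among the 802, and all 1075 downregulated genes were among the 1954. Of the upregulated genes, 223 were protein-coding and 30 were snoRNA genes. Of the downregulated genes, 1759 were protein-coding and 2 were snoRNA genes. With 1 library fewer the counts were 72 and 450 without cold-acclimated replicate 1, 78 and 600 without cold-acclimated replicate 2, 78 and 527 without non-acclimated replicate 1, 59 and 345 without non-acclimated replicate 2, and 459 and 2725 without cold-acclimated replicate 3. A call lost in a fit with lower counts does not show that it rests on the library left out. With all libraries and the replicate as a term, the 321 and 1954 genes all stayed called.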

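The genes with the largest change were taken from those past both thresholds with a mean TPM of at least 5 and no overlap between the conditions, and positions are on GRCm39. Among the upregulated genes these were small RNA genes. Snord16a, a snoRNA gene inside Rpl4 on chromosome 9 (64082714 to 64082804), had 3.95 ± 3.05 TPM in non-acclimated cells and 84.8 ± 32.9 TPM in cold-acclimated cells (SD, n = 3 each), a log2 fold change of 4.22 (standard error 0.51, adjusted p = 0.007 in limma). Snord53, which lies inside Wdr43 on chromosome 17 (71947884 to 71947951), was listed at 0 in the 3 non-acclimated libraries and at 13.6, 19.6 and 15.8 TPM in the cold-acclimated libraries of replicates 1, 2 and 3 (adjusted p = 0.0067 in limma). Gm22362, a snoRNA gene inside Ybx3 on chromosome 6 (131357236 to 131357369), had a log2 fold change of 3.36 (standard error 0.47, adjusted p = 0.0075 in limma). The microRNA genes Mir18 and Mir20a lie close together on chromosome 14 (115281283 to 115281378 and 115281589 to 115281695). Mir18 had a log2 fold change of 4.18 (standard error 0.80, adjusted p = 0.015 in limma), and its cold-acclimated TPM was 47.0, 82.2 and 8.16 in replicates 1, 2 and 3. Mir20a was listed at 0 in the non-acclimated libraries and had 34.6, 43.6 and 1.83 TPM in the cold-acclimated libraries (adjusted p = 0.027 in limma). Both lost their call when cold-acclimated replicate 1 or 2 or non-acclimated replicate 1 or 2 was left out, with limma adjusted p of 0.053 to 0.064 for Mir18 and 0.08 to 0.097 for Mir20a, and Mir20a also lost it without non-acclimated replicate 3 (adjusted p = 0.055 in limma). Reads of a snoRNA gene cannot be told from those of the gene that contains it where the 2 overlap on the same strand, so the values of Snord16a, Snord53 and Gm22362 are uncertain. Mir17hg, beside Mir18 and Mir20a (115281822 to 115284160), was chosen after its values were seen. It had 22.3, 28.6 and 42.7 TPM in non-acclimated and 57.9, 105 and 25.5 TPM in cold-acclimated replicates 1, 2 and 3, a fall in replicate 3. Whether reads at Mir18 and Mir20a come from a longer transcript was not tested, so their values are uncertain as well.

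Among the downregulated genes, Gm12250 on chromosome 11 (58074669 to 58081024) fell from 91.6 ± 37.7 to 5.05 ± 2.25 TPM, a log2 fold change of -3.94 (standard error 0.42, adjusted p = 0.0067 in limma). Zfp60 on chromosome 7 (27430834 to 27451114) fell from 20.8 ± 6.44 to 0.413 ± 0.119 TPM, Nemp1 on chromosome 10 (127512934 to 127536918) from 46.5 ± 21.8 to 2.23 ± 0.971 TPM, and Zfp638 on chromosome 6 (83844050 to 83963855) from 49.5 ± 8.12 to 2.95 ± 1.76 TPM (SD, n = 3 each). Their log2 fold changes were -3.90 for Zfp60, -3.79 for Nemp1 and -3.75 for Zfp638, with standard errors of 0.32, 0.45 and 0.35 and limma adjusted p of 0.0067, 0.0068 and 0.0067. Cbx5 on chromosome 15 (103099973 to 103148337) had 70.6, 70.6 and 143 TPM in the non-acclimated libraries and 2.02, 1.68 and 27.1 TPM in the cold-acclimated libraries of replicates 1, 2 and 3 (log2 fold change -3.89, standard error 0.86, adjusted p = 0.022 in limma). Without any one of cold-acclimated replicates 1 and 2 and non-acclimated replicates 1, 2 and 3, Cbx5 was no longer called, with limma adjusted p of 0.054 to 0.083. With all libraries and the replicate as a term, the limma adjusted p of Cbx5 was 0.0053.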

A volcano plot illustrating the distribution of differentially expressed genes further confirmed widespread transcriptional reprogramming (**Supplementary Figure S5**). Notably, genes that were highly expressed at 37°C were predominantly downregulated after cold acclimation (upper cluster), whereas genes with low basal expression at 37°C were upregulated (lower cluster). These reciprocal changes indicate a large-scale reorganization of gene expression programs in T cells in response to cold acclimation.

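The 1954 genes called downregulated had a median mean TPM of 21.1 in the non-acclimated cells at 37°C, and the 321 genes called upregulated had a median of 9.42. Genes that were not called had a median of 24.8. After cold acclimation the medians were 5.77 TPM for the downregulated and 31.0 TPM for the upregulated genes. The ratio of the 37°C medians, downregulated to upregulated, was 2.24, and it was 2.32, 2.29 and 1.68 in replicates 1, 2 and 3. When the 37°C level was taken from replicate 1 alone and the fold changes from replicates 2 and 3 alone, so that the values compared shared no library, and genes were called at an unadjusted p under 0.05, the ratio was 2.5. Across all tested genes, Spearman's correlation of the log2 fold change with the 37°C TPM was 0.04. Genes are not independent replicates, and no test across genes was made. TPM is compared between genes here, whereas the paper's heatmap scales each gene to its own values. When the genes were divided into 4 groups of similar size by their 37°C TPM, 13% of the group with the lowest TPM were called downregulated, followed by 21.3%, 19.5% and 10.1% of the groups with higher TPM. The corresponding shares called upregulated were 5%, 1.86%, 2.13% and 1.5%. The filter and the scale partly set the shares of the lowest group, since a gene near 0 TPM at 37°C was tested only if its TPM was higher at 26°C, and a gene under 1 TPM cannot fall by 1 on log2(TPM + 1). With median of ratios scaling, an alternative added after the data had been seen, the ratio was 0.876, with medians of 20.8 TPM for the downregulated and 23.8 TPM for the upregulated genes. Without filtering on low values, the correlation was -0.27. The ratio rose to 11.2 without cold-acclimated replicate 1, 5.42 without cold-acclimated replicate 2, 6.37 without non-acclimated replicate 1 and 10.6 without non-acclimated replicate 2.

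**Figure D1:**
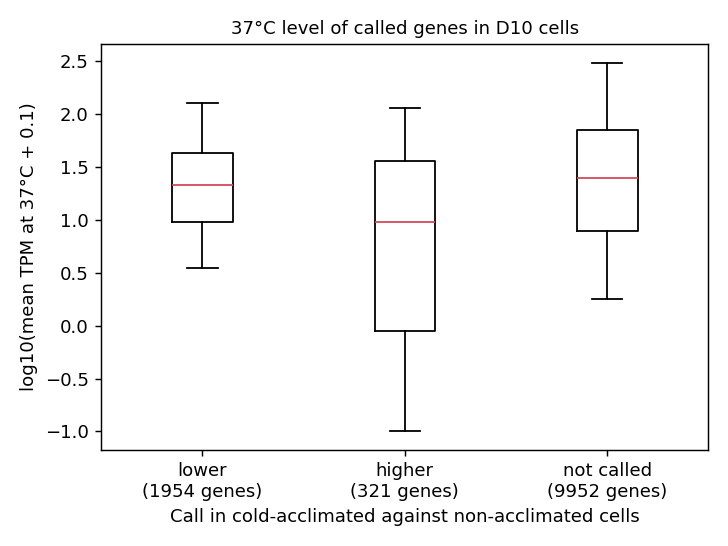
Mean TPM at 37°C of genes called downregulated, upregulated or not called after cold acclimation, on a log10 axis after adding 0.1 TPM. The red line is the median, the box spans the quartiles and the whiskers reach the percentiles 5 and 95; the median is 21.1 TPM for the 1954 downregulated and 9.42 TPM for the 321 upregulated genes.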

**Figure 7:**
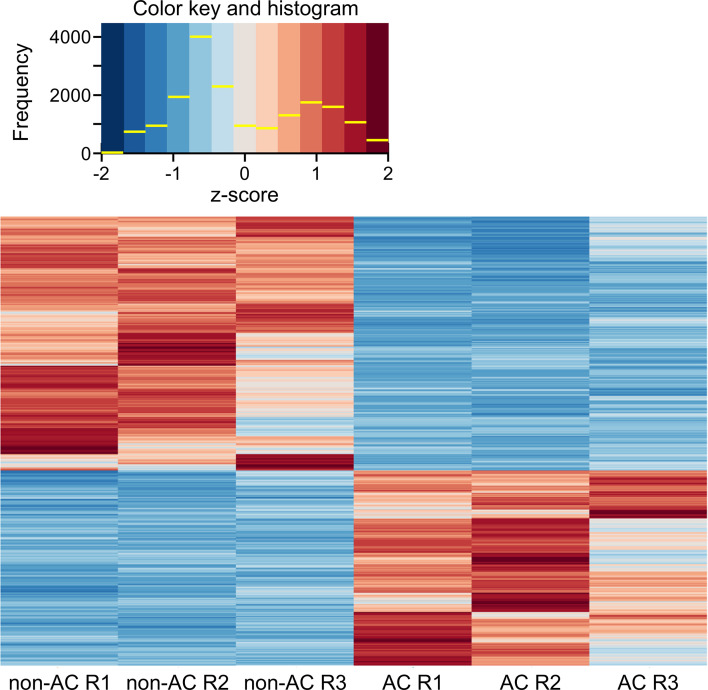
Heatmap showing relative expression levels of differentially expressed genes between non-acclimated (non-AC) and cold-acclimated (AC; 26°C for 24 h) T cells. For each condition, three independently prepared biological replicates were analyzed (R1–R3). Expression values were row-scaled and are shown as Z-scored values. The color key and histogram (top) indicate the distribution of Z-scored expression values used for heatmap visualization, ranging from −2 to +2. See also **Supplementary Figures S4**, **S5** for PCA and volcano plot analyses supporting the RNA-seq analysis, respectively.

Gene Ontology (GO) enrichment analysis further revealed that cold acclimation induces coordinated remodeling of cellular pathways associated with adaptive responses. 

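Gene lists for each process were tested with limma's camera (preset correlation between genes of 0.01), with adjusted p over 18 lists. Ribosome biogenesis genes (126 tested) had a median log2 fold change 0.78 above that of all tested genes (adjusted p = 5.1e-14 in limma's camera), and the list was above all genes by 1.26, 0.89 and 0.27 in replicates 1, 2 and 3. Over the alternatives the value ranged from 0.52 without filtering on low values to 1.04 without non-acclimated replicate 3. Of its genes, 13 were called upregulated and 2 downregulated, and 41 and 1 after median of ratios scaling. Without regard to the size of the change, 16 of its genes were higher and 4 lower at an adjusted p under 0.05 in limma over all genes tested, and 2 and 0 when adjusted over the list alone. Nmd3, on chromosome 3 of GRCm39 (69629354 to 69656380), rose from 76.2 ± 3.77 to 234 ± 21.1 TPM (SD, n = 3 each), a log2 fold change of 1.61 (standard error 0.20, adjusted p = 0.007 in limma). Wdr43, on chromosome 17 (71923175 to 71966026), which contains the snoRNA genes Snord92 and Snord53, rose from 167 ± 26.6 to 451 ± 55.8 TPM (log2 fold change 1.43, standard error 0.23, adjusted p = 0.0096 in limma).

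Translation initiation genes (43 tested) lay 0.50 above all genes and RNA splicing genes (113 tested) 0.39 above, with adjusted p of 2.2e-04 and 4.0e-04 in limma's camera, and both lists were above all genes in the 3 replicates. After quantile normalization they lay 0.20 and 0.15 above, with adjusted p of 0.073 and 0.12 in limma's camera, past the threshold no longer. For translation initiation, 2 genes were higher and 0 lower at an adjusted p under 0.05 in limma over all genes tested, and 0 of either when adjusted over the list alone. Of its genes, 2 were called upregulated and 0 downregulated, against 8 and 0 after median of ratios scaling. For RNA splicing, 5 genes were higher and 8 lower over all genes tested, and 5 and 7 when adjusted over the list alone. With both thresholds, 3 splicing genes were called upregulated and 7 downregulated, and 14 and 4 after median of ratios scaling. The translation initiation genes with the smallest p were Eif1a (log2 fold change 1.45, standard error 0.35, adjusted p = 0.028 in limma) and Eif3j1 (1.13, standard error 0.29, adjusted p = 0.032 in limma), and the splicing genes were Rbm22 (1.15, standard error 0.24, adjusted p = 0.019 in limma) and Ddx5 (1.12, standard error 0.21, adjusted p = 0.014 in limma). Some of these calls were lost with 1 library fewer. Without cold-acclimated replicate 1 or 2 or non-acclimated replicate 1 or 2, the limma adjusted p was 0.06 to 0.099 for Eif1a, 0.053 to 0.07 for Ddx5 and 0.06 to 0.11 for Eif3j1, and that of Eif3j1 was 0.067 without non-acclimated replicate 3. Rbm22 had a limma adjusted p of 0.065 to 0.083 without cold-acclimated replicate 1 or non-acclimated replicate 1 or 2, and a log2 fold change of 0.99 without cold-acclimated replicate 3.

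Transcription elongation genes (47 tested) were 0.17 above all genes (adjusted p = 0.11 in limma's camera, 0.025 with median of ratios scaling). Without cold-acclimated replicate 2 the elongation list was 0.26 above all genes, with an adjusted p of 0.048 in limma's camera, and without filtering on low values it had a relative value of -0.10. Of its genes, 3 were higher and 5 lower at an adjusted p under 0.05 in limma, both over all genes tested and when adjusted over the list alone. For chromatin organization genes (88 tested), the median relative to all genes was -0.02 and the mean 0.01 (adjusted p = 0.77 in limma's camera). For ubiquitin-mediated proteolysis genes (109 tested), the relative median was 0.02 and the mean -0.01 (adjusted p = 0.98 in limma's camera, direction down). The direction of either list was not settled. The chromatin median was 0.02 after median of ratios scaling and 0.06 without cold-acclimated replicate 1, but -0.12 after quantile normalization and -0.3 without filtering on low values. The ubiquitin median was -0.12 after quantile normalization, -0.03 without cold-acclimated replicate 3 and -0.05 without non-acclimated replicate 1. In limma, 3 chromatin genes were higher and 16 lower at an adjusted p under 0.05, both over all genes tested and when adjusted over the list alone. For ubiquitin-mediated proteolysis, 7 were higher and 20 lower over all genes tested, and 8 and 30 when adjusted over the list alone. The excess of lower genes depended on the scaling. With both thresholds, 3 ubiquitin genes were called upregulated and 19 downregulated, against 12 and 13 after median of ratios scaling and 10 and 10 after quantile normalization. The numbers were 1 and 12, 5 and 7, and 4 and 7 for chromatin, and 2 and 5, 5 and 3, and 4 and 3 for elongation. The genes named here were chosen in the direction of each list's median as deposited, which was -0.36 for chromatin, -0.16 for elongation and -0.31 for ubiquitin, and 0.04, 0.23 and 0.08 after median of ratios scaling, so their direction does not bear on the lists. They were Kat2b (log2 fold change -1.79, standard error 0.25, adjusted p = 0.0077 in limma) and Ehmt1 (-1.46, standard error 0.25, adjusted p = 0.011 in limma) for chromatin, Ctr9 (-1.61, standard error 0.24, adjusted p = 0.0087 in limma) and Elp3 (-1.64, standard error 0.26, adjusted p = 0.0096 in limma) for elongation, and Map3k1 (-3.42, standard error 0.27, adjusted p = 0.0067 in limma) and Det1 (-2.18, standard error 0.27, adjusted p = 0.007 in limma) for ubiquitin. Without non-acclimated replicate 2, the limma adjusted p was 0.058 for Ehmt1, 0.051 for Ctr9 and 0.053 for Elp3.

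When the correlation between genes was estimated from the data instead of preset, none of the 18 lists passed the threshold (adjusted p between 0.67 and 0.99 in limma's camera). In limma's rotation test fry, which tests a list against no change and not against other genes, only DNA repair and sterol biosynthesis did, both with an adjusted p of 0.038. Neither the estimated correlation nor fry had a term for the replicate, so the pairing of the libraries was not allowed for.

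GO biological process terms in the deposited table were also tested with a one-sided Fisher's exact test, over 3673 terms with at least 5 genes among 9721 tested genes that carried a term. RNA processing held 35 of the 233 upregulated genes where 6.78 would fall by chance (adjusted p = 2.4e-12, Fisher's exact test), and 30 of the 35 were snoRNA genes. Ribosome biogenesis held 12 where 2.85 would fall by chance (adjusted p = 0.049, Fisher's exact test). With genes called after median of ratios scaling, ribosome biogenesis held 30 where 7.66 would fall by chance (adjusted p = 9.4e-08, Fisher's exact test). It passed after this scaling also with the replicate as a term in limma, an alternative chosen after seeing the data (34 where 10 would fall by chance, adjusted p = 1.9e-07, Fisher's exact test). With TPM as deposited it did not pass with the replicate as a term (12 where 3.93 would fall by chance, adjusted p = 0.4 in Fisher's exact test), and it did not after quantile normalization (16 where 6.61 would fall by chance, adjusted p = 1 in Fisher's exact test).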

Genes related to nuclear RNA regulation—including ribosome biogenesis, translational initiation, RNA splicing, and RNA processing—as well as chromatin organization, transcriptional regulation, and protein quality control processes such as ubiquitination were significantly upregulated in cold-acclimated T cells (**Figure 8**). KEGG pathway enrichment analysis yielded results consistent with the GO analysis, further supporting coordinated regulation of ribosome biogenesis, protein quality control, and metabolic pathways (**Supplementary Figure S6**). In contrast, gene clusters associated with DNA replication and repair, cell cycle progression, immune and stress responses, and multiple metabolic pathways were downregulated following cold acclimation (**Supplementary Figure S7**).

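KEGG pathways were not used here. Proteasome genes (43 tested) had a median log2 fold change 0.57 above that of all tested genes (adjusted p = 2.5e-04 in limma's camera), and were above all genes by 0.84, 0.42 and 0.48 in replicates 1, 2 and 3. None of its genes was called upregulated and 2 were called downregulated, and 6 and 1 were after median of ratios scaling. Over all genes tested, 2 of its genes were higher and 2 lower at an adjusted p under 0.05 in limma, and 0 and 2 when adjusted over the list alone. Adrm1 rose from 205 ± 47.7 to 378 ± 27.6 TPM (SD, n = 3 each), a log2 fold change of 0.90 (standard error 0.24, adjusted p = 0.038 in limma), and Psmg4 from 38.7 ± 5.81 to 66.1 ± 5.35 TPM, a log2 fold change of 0.76 (standard error 0.22, adjusted p = 0.046 in limma). Without cold-acclimated replicate 1, 2 or 3 or non-acclimated replicate 1 or 2, the limma adjusted p of Adrm1 was 0.052 to 0.12. That of Psmg4 was 0.13 to 0.15 without cold-acclimated replicate 1 or 2 or non-acclimated replicate 1 or 2, and 0.057 when limma was fitted without a mean-variance trend. The GO terms of the file gave a list of proteasome genes that was 0.19 above all genes (adjusted p = 0.44 in limma's camera), and quantile normalization gave 0.16 for the list written by hand (adjusted p = 0.16 in limma's camera). Of the 20 GO terms in the paper's Figure 8, 11 held more of the genes called upregulated than chance gives and 1 passed an adjusted p of 0.05 in the one-sided Fisher's exact test. The term protein ubiquitination held 8 of them where 10.4 would fall by chance, and ubiquitin-dependent protein catabolic process held 4 where 4.94 would fall by chance. After median of ratios scaling, 19 of the 20 terms held more than chance gives and 3 passed, and with the replicate as a term as well, chosen after seeing the data, 18 held more and 3 passed. With TPM as deposited and the replicate as a term 12 held more and 0 passed, and 13 held more and 0 passed after quantile normalization.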

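DNA repair genes (120 tested) had a median log2 fold change relative to all tested genes of -0.81 (adjusted p = 6.0e-07 in limma's camera), with relative values of -0.96, -1.01 and -0.44 in replicates 1, 2 and 3. Of these, 55 were called downregulated and none upregulated, against 46 and 3 after median of ratios scaling. Without regard to the size of the change, 56 were lower and 2 higher at an adjusted p under 0.05 in limma over all genes tested, and 66 and 2 when adjusted over the list alone. Mus81 fell from 19.4 ± 0.562 to 2.56 ± 0.828 TPM (SD, n = 3 each), a log2 fold change of -2.55 (standard error 0.28, adjusted p = 0.0067 in limma), and Rad54l from 69.8 ± 7.02 to 14.1 ± 3.79 TPM, a log2 fold change of -2.25 (standard error 0.26, adjusted p = 0.0068 in limma). Sterol biosynthesis genes (28 tested) had a relative value of -0.63 (adjusted p = 9.8e-04 in limma's camera), with 12 called downregulated and none upregulated (8 and none after median of ratios scaling), and relative values of -0.77, -0.95 and -0.52 in replicates 1, 2 and 3. In limma, 12 were lower at an adjusted p under 0.05 over all genes tested and 14 when adjusted over the list alone, and none was higher. Insig2 fell from 11.1 ± 1.64 to 0.711 ± 0.546 TPM, a log2 fold change of -2.86 (standard error 0.32, adjusted p = 0.0067 in limma), and Stard4 from 73.7 ± 2.42 to 31.4 ± 3.25 TPM, a log2 fold change of -1.21 (standard error 0.21, adjusted p = 0.011 in limma). Stard4 had a limma adjusted p of 0.05 to 0.058 without cold-acclimated replicate 1 or non-acclimated replicate 1 or 2. Antiviral and innate immune response genes (77 tested) had a relative value of -0.75 (adjusted p = 0.0048 in limma's camera), with -1.04, -1.10 and -0.07 in replicates 1, 2 and 3, and 19 were called downregulated and 0 upregulated, against 32 and 1 with the replicate as a term and 11 and 2 after median of ratios scaling. Over all genes tested, 20 were lower and 1 higher at an adjusted p under 0.05 in limma, and 23 and 1 when adjusted over the list alone. The relative value was -0.52 without cold-acclimated replicate 3 (adjusted p = 0.12 in limma's camera) and -0.57 without non-acclimated replicate 1 (adjusted p = 0.063 in limma's camera), and it was -0.28 for the GO term defense response to virus (adjusted p = 0.44 in limma's camera). Slfn2 had a log2 fold change of -3.60 (standard error 0.34, adjusted p = 0.0067 in limma), and Irf3 of -2.05 (standard error 0.22, adjusted p = 0.0067 in limma). Of the 20 GO terms in the paper's Supplementary Figure S7, all 20 held more downregulated genes than chance gives and 7 passed an adjusted p of 0.05 in a one-sided Fisher's exact test, among them DNA repair, with 112 where 63.1 would fall by chance (adjusted p = 5.0e-07, Fisher's exact test). DNA replication held 31 where 17.8 would fall by chance (adjusted p = 0.15) and cell division 74 where 56.7 would fall by chance (adjusted p = 0.49), by Fisher's exact test. With the replicate as a term in limma 10 of the 20 terms passed, and both of these did, DNA replication with 52 where 24.2 would fall by chance (adjusted p = 3.4e-06) and cell division with 107 where 76.7 would fall by chance (adjusted p = 0.025), by Fisher's exact test. Neither passed after median of ratios scaling without that term (adjusted p of 0.67 and 1) or quantile normalization (0.11 and 0.3, Fisher's exact test), and 6 of the 20 passed under each. Median of ratios scaling with the replicate as a term, chosen after seeing the data, had 8 of the 20 pass, among them DNA replication with 36 where 13.8 would fall by chance (adjusted p = 2.3e-05), and not cell division (adjusted p = 0.15, Fisher's exact test).

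**Figure D2:**
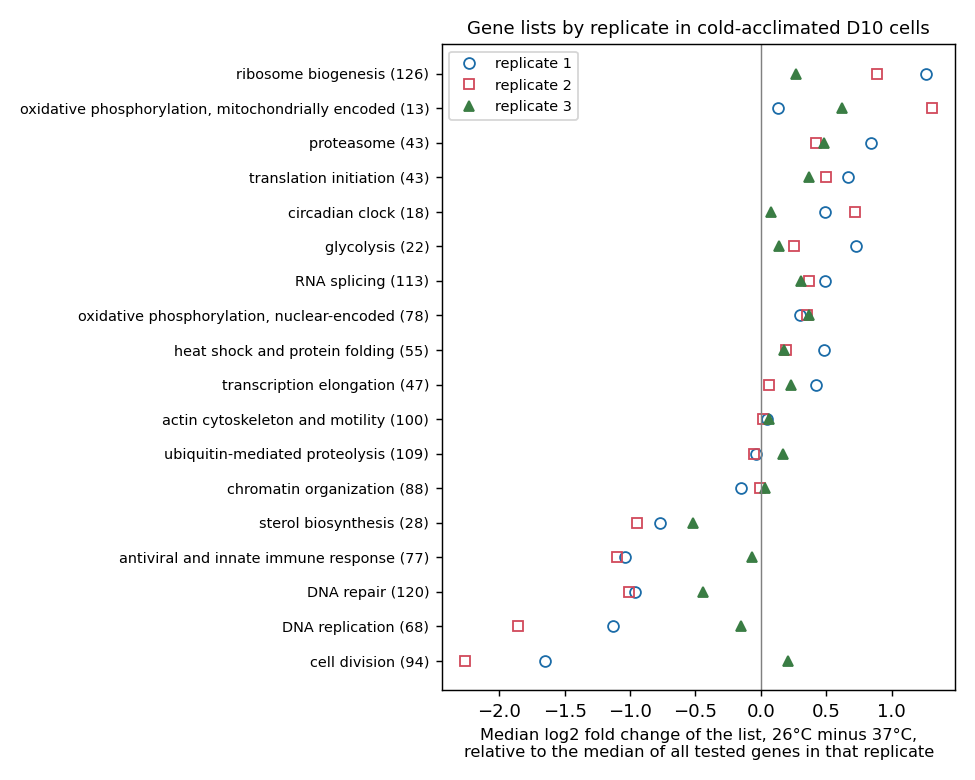
Median log2 fold change of each gene list, 26°C minus 37°C, relative to the median of all tested genes in that replicate (horizontal axis), with a symbol for each replicate, over the 18 lists on the vertical axis with their number of tested genes in parentheses. DNA repair lies at -0.96, -1.01 and -0.44 in replicates 1, 2 and 3, and sterol biosynthesis at -0.77, -0.95 and -0.52.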

**Figure 8:**
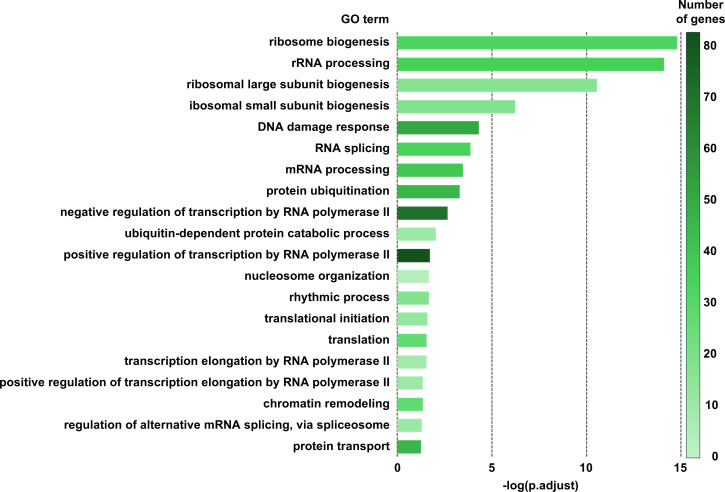
GO enrichment analysis (Biological Process) of genes upregulated in cold-acclimated T cells. The horizontal axis represents the −log10 of the adjusted p-values (FDR-corrected). Bar colors indicate the number of genes associated with each biological process. See also **Supplementary Figure S6** for KEGG pathway enrichment analysis.

## Discussion

This study demonstrates that T-cell motility is highly sensitive to ambient temperature. At 37°C, T cells exhibited dynamic migratory behavior characterized by active lamellipodial extension and retraction. In contrast, motility progressively declined at temperatures below 32°C and was markedly reduced in non-acclimated cells at 26°C. Concomitantly, T cells adopted a rounded morphology, consistent with impaired actin cytoskeletal remodeling (5). Together, these findings indicate that temperature critically regulates T-cell dynamic behavior and cell–cell interactions (9, 18).

Remarkably, prior exposure to subphysiological temperatures induced cold acclimation, enabling T cells to regain motility even at low temperatures. Our results indicate that this adaptive response is associated with enhanced mitochondrial respiratory capacity—particularly increased spare respiratory capacity—rather than with changes in glycolytic activity. These findings suggest that metabolic remodeling, rather than glycolytic adaptation, underlies the functional recovery of T cells under cold conditions (25, 26, 29).

Notably, Seahorse assays were performed under conditions in which cells were immobilized on poly-D-lysine–coated culture wells, thereby minimizing ATP demand associated with cell migration. Because metabolic measurements were conducted under immobilized conditions, the observed increase in spare respiratory capacity reflects enhanced intrinsic respiratory reserve rather than ATP demand associated with active migration or T-cell–APC contact. Accordingly, basal oxygen consumption rate remained comparable between the two conditions, consistent with the reduced and relatively uniform energetic demand under these assay conditions. In addition, respiration reflects the balance of ATP turnover and mitochondrial efficiency, which may mask subtle metabolic differences. Taken together, we propose that metabolic remodeling during cold acclimation primarily enhances spare respiratory capacity, ensuring sufficient energy availability when demand arises under low-temperature conditions.

Importantly, cold acclimation was effective only within a restricted range of subphysiological temperatures and failed to occur at excessively low temperatures. Such threshold-dependent adaptations resemble stress-induced acclimation responses reported in other organisms (23, 30, 31). Notably, when evaluated at 37°C, cold-acclimated T cells exhibited reduced motility and respiratory activity compared with non-acclimated cells. This observation suggests that cold acclimation does not uniformly enhance cellular activity across the entire temperature range, but instead induces a cellular state optimized for cold environments, potentially at the expense of maximal functional capacity at physiological temperature.

Mechanistically, both actin and microtubule dynamics are highly temperature-sensitive. Intracellular microtubules are known to undergo rapid depolymerization when temperatures fall below physiological levels, reflecting the dependence of microtubule polymerization on GTP hydrolysis and environmental conditions (32, 33). Likewise, the polymerization rate of actin filaments decreases under low-temperature conditions, resulting in impaired actin turnover. Consistent with these observations, cold exposure has been shown to disrupt cytoskeletal remodeling in neurons (22). Together, these findings suggest that cytoskeletal instability is a major factor underlying the cell rounding and loss of motility observed at temperatures below 32°C. In contrast, cold acclimation may involve adaptive reprogramming that functionally stabilizes cytoskeletal dynamics, potentially in coordination with enhanced mitochondrial respiratory capacity, thereby enabling T cells to maintain dynamic morphology and migratory activity under cold conditions.

From a physiological perspective, immune cells are exposed to reduced temperatures in peripheral tissues as well as under conditions of clinical hypothermia. In addition, inflammation, ischemia, or tissue injury can lead to localized reductions in tissue perfusion, which may result in measurable decreases in regional temperature (34–36). At subphysiological temperatures, neutrophil motility, phagocytosis, and neutrophil extracellular trap (NET) formation are markedly reduced (37–39), and even mild perioperative hypothermia has been shown to increase the risk of surgical-site infections (19). Seasonal increases in respiratory infections have also been proposed to reflect impaired leukocyte activity in cooler airway tissues (40). Our findings that T-cell motility is suppressed under cold conditions are consistent with these previous observations. Importantly, however, our results further suggest that cold acclimation may serve as a protective adaptive mechanism that helps maintain T-cell functional competence in cold environments. Moreover, reduced temperature did not induce a significant loss of cell viability within 24 h, although short-term proliferative expansion was markedly suppressed, indicating that the observed functional alterations reflect adaptive state changes rather than nonspecific cytotoxic effects.

The temperature range examined in the present study (22–34°C) overlaps with several clinically and physiologically relevant conditions. Peripheral tissues such as skin and distal extremities frequently experience temperatures between 25°C and 34°C. Mild therapeutic hypothermia in clinical settings is typically maintained at 32–34°C, while moderate hypothermia may reach 28–32°C. In addition, airway epithelial surfaces can transiently cool below core body temperature during inhalation of cold air. Thus, the temperature conditions used in this study may approximate those encountered by immune cells in peripheral tissues and during hypothermia. These considerations support the physiological relevance of the observed temperature-dependent modulation of T-cell motility and metabolic adaptation.

Clinically, the concept of cold acclimation may provide a useful framework for understanding the vulnerability of distal hypothermic tissues—such as the hands, feet, and nasal mucosa—in cold environments, as well as the increased risk of infection associated with therapeutic hypothermia. These findings raise the possibility that enhancing or mimicking cold acclimation could help preserve immune competence in hypothermic patients. In addition, our results have important methodological implications. Standard protocols in cell physiology experiments often involve exposure to low temperatures for practical reasons, such as during cell handling or reagent preparation. Our findings suggest that such procedures may represent biologically relevant cold exposure capable of influencing subsequent functional assays, including measurements of cell motility and other temperature-sensitive cellular behaviors. Therefore, careful reporting of temperature conditions and, where feasible, minimization of subphysiological temperature exposure may improve experimental reproducibility without requiring substantial procedural changes.

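DNA replication genes (68 tested) had a median log2 fold change relative to all tested genes of -0.97 (adjusted p = 9.8e-04 in limma's camera), and cell division genes (94 tested) of -1.18 (adjusted p = 1.5e-06 in limma's camera). The 3 replicates differed. For DNA replication genes the relative values were -1.13, -1.86 and -0.15 in replicates 1, 2 and 3, and for cell division genes -1.65, -2.26 and 0.21, so that cell division genes did not fall relative to other genes in replicate 3. The unadjusted medians of the cell division genes were -1.97, -2.71 and -0.03. In limma, 14 DNA replication genes were lower at an adjusted p under 0.05 both over all genes tested and when adjusted over the list alone, and none was higher. For cell division genes, 24 were lower over all genes tested and 47 when adjusted over the list alone, and none was higher. With both thresholds, 14 DNA replication and 24 cell division genes were called downregulated, against 39 and 46 with the replicate as a term, 3 and 12 after median of ratios scaling, and 5 and 12 after quantile normalization. Mcm8 fell from 23.8 ± 5.92 to 5.34 ± 2.15 TPM (SD, n = 3 each), a log2 fold change of -1.99 (standard error 0.34, adjusted p = 0.011 in limma), and Pold3 from 39.9 ± 7.32 to 13.1 ± 5.58 TPM, a log2 fold change of -1.59 (standard error 0.32, adjusted p = 0.018 in limma). The limma adjusted p was 0.051 to 0.057 for Mcm8 without cold-acclimated replicate 1 or non-acclimated replicate 1 or 2, and 0.065 to 0.079 for Pold3 without any one of these or cold-acclimated replicate 2. Ttk fell from 67.0 ± 9.65 to 10.0 ± 9.45 TPM, a log2 fold change of -2.97 (standard error 0.56, adjusted p = 0.015 in limma), and Knl1 from 22.8 ± 6.58 to 3.42 ± 2.52 TPM, a log2 fold change of -2.54 (standard error 0.45, adjusted p = 0.012 in limma). Without cold-acclimated replicate 1 or non-acclimated replicate 1 or 2, limma gave adjusted p of 0.059 to 0.062 for Ttk and 0.054 to 0.058 for Knl1. Mki67, which encodes a marker of proliferating cells, had 230, 235 and 163 TPM in non-acclimated cells and 62.1, 43.1 and 173 TPM in cold-acclimated cells of replicates 1, 2 and 3, a log2 fold change of -1.40 (standard error 0.49, adjusted p = 0.077 in limma). Without cold-acclimated replicate 3, Mki67 had a log2 fold change of -1.98 and an adjusted p of 0.0045 in limma, whereas leaving out any other library gave adjusted p of 0.095 to 0.22. Relative to all genes, the DNA replication list moved to -0.59 and the cell division list to -0.69 without cold-acclimated replicate 2, and to -1.59 and -1.74 without cold-acclimated replicate 3.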

Consistent with the observed reduction in short-term proliferative expansion at 26°C, transcriptomic analysis revealed downregulation of gene sets associated with DNA replication and cell-cycle progression. RNA sequencing analysis demonstrated extensive transcriptional reprogramming in cold-acclimated T cells, characterized by the upregulation of pathways related to ribosome biogenesis, RNA processing, transcriptional regulation, and protein quality control, accompanied by the downregulation of gene sets involved in DNA replication, DNA repair, and cell cycle progression. These coordinated changes suggest that cold-acclimated T cells transition from a proliferative and stress-responsive state toward a cellular state optimized for sustained transcriptional and translational activity. 

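p53 target genes, which are induced when DNA is damaged, had a median log2 fold change of -0.26, 0.07 above that of all tested genes, over 19 tested genes (adjusted p = 0.69 in limma's camera, 0.74 with median of ratios scaling). The list had medians of -0.49, -0.43 and -0.04 in replicates 1, 2 and 3. None of its genes was called upregulated and 2 were called downregulated, and 1 and 5 were with the replicate as a term. Cdkn1a had 84.8, 60.5 and 231 TPM in non-acclimated cells and 38.5, 20.8 and 162 TPM in cold-acclimated cells of replicates 1, 2 and 3. Bax had 249, 346 and 525 TPM and then 258, 218 and 464 TPM, and Ccng1 had 457, 328 and 504 TPM and then 140, 113 and 320 TPM. The limma adjusted p was 0.37 for Cdkn1a, 0.66 for Bax and 0.059 for Ccng1, and with the replicate as a term it was 0.02, 0.35 and 0.011, with log2 fold changes of -1.04, -0.26 and -1.29. Cdkn1a, Bax and Ccng1 were chosen from the list after their values were seen.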

Notably, the suppression of gene sets associated with DNA replication and repair does not indicate increased genotoxic stress, but rather reflects a regulated downshift of proliferative programs. Such transcriptional reorganization is consistent with an adaptive remodeling process rather than an acute stress response and provides a plausible molecular basis for the altered migratory behavior observed following cold acclimation. 

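Heat shock and protein folding genes (55 tested) had a median log2 fold change 0.29 above that of all tested genes (adjusted p = 0.13 in limma's camera, 0.037 with median of ratios scaling and 0.048 without cold-acclimated replicate 2), but the relative value was -0.07 after quantile normalization. The list was above all genes by 0.48, 0.19 and 0.18 in replicates 1, 2 and 3, whereas its median without that reference was -0.05, and 0.34 after median of ratios scaling. The genes named here were chosen in the direction of the median as deposited. Of its genes, 4 were called downregulated and none upregulated, against 2 and 1 after median of ratios scaling. In limma, 4 were lower and 0 higher at an adjusted p under 0.05 over all genes tested, and 3 and 0 when adjusted over the list alone. Dnaja3 fell from 76.7 ± 11.0 to 20.0 ± 7.37 TPM (SD, n = 3 each), a log2 fold change of -1.95 (standard error 0.33, adjusted p = 0.011 in limma), and Chordc1 from 113 ± 17.2 to 28.2 ± 17.6 TPM, a log2 fold change of -2.11 (standard error 0.40, adjusted p = 0.015 in limma). Chordc1 had a limma adjusted p of 0.051 to 0.063 without cold-acclimated replicate 1 or 2 or non-acclimated replicate 1 or 2. The paper reports higher expression of genes for ribosome biogenesis, RNA processing and protein quality control, and lower expression of genes for DNA replication, repair and cell cycle progression. From these changes the paper proposes that cold-acclimated T cells leave a proliferative and stress-responsive state for one suited to sustained transcription and translation. It considers this compatible with adaptive remodeling rather than an acute stress response.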

Recent studies further support the concept that cold exposure elicits active and coordinated molecular adaptation rather than passive suppression of cellular activity. For example, transcriptomic analyses of hibernator-derived mammalian cells have identified glutathione peroxidase 4 (Gpx4) as a key mediator of cold resistance, highlighting the role of redox regulation in low-temperature survival (41). In addition, acute cold stress has been shown to activate the energy sensor AMPK while concomitantly suppressing mTORC1 signaling in skeletal muscle cells, suggesting a cell-autonomous reprogramming of energy utilization and protein synthesis pathways under cold conditions (42). These findings across distinct cell types reinforce the notion that low temperature triggers conserved adaptive signaling and transcriptional programs. Recent reviews further indicate that cold exposure elicits systemic metabolic adaptations, including enhanced mitochondrial biogenesis and thermogenic reprogramming in brown adipose tissue and skeletal muscle (43), supporting the concept of coordinated energy metabolism adjustment under low-temperature stress. In this context, the transcriptional remodeling observed in cold-acclimated T cells likely represents a coordinated adjustment of metabolic and biosynthetic pathways that supports functional adaptation to subphysiological environments. Although the precise upstream regulatory mechanisms remain to be elucidated, these findings support the concept that cold acclimation involves coordinated metabolic and transcriptional remodeling.

One limitation of the present study is that all analyses were performed using cultured T cells under controlled *in vitro* conditions. Although this approach allowed precise manipulation of temperature as well as detailed assessment of migratory behavior, metabolic activity, and transcriptomic remodeling, it does not fully recapitulate the complex thermal gradients and microenvironmental cues encountered by T cells *in vivo*. In addition, we did not perform molecular characterization of canonical immunological synapse structures; therefore, our conclusions focus primarily on temperature-dependent regulation of T-cell motility and associated metabolic and transcriptional changes. Metabolic measurements were conducted as representative experiments; although similar trends were reproducibly observed across independent cell preparations, additional fully replicated Seahorse analyses will be required to further validate the magnitude of the observed increase in mitochondrial spare respiratory capacity. Furthermore, the present study did not directly assess mitochondrial mass or the expression of oxidative phosphorylation (OxPhos) complexes. Therefore, whether the observed increase in spare respiratory capacity reflects enhanced mitochondrial abundance, altered respiratory complex expression, or changes in mitochondrial efficiency remains to be determined. Consequently, the molecular and functional alterations identified in this study should be interpreted within the context of the *in vitro* system. Nevertheless, these findings provide a foundation for future investigations into temperature-dependent regulation of immune cell behavior in physiological and pathological settings. Extending these analyses to *in vivo* models and tissue-specific immune responses will be essential for elucidating how cold acclimation contributes to immune regulation under naturally fluctuating thermal conditions.

In conclusion, our study demonstrates that T cells are highly sensitive to temperature but can adapt to cold environments through cold acclimation. This adaptive process restores T-cell motility at low temperatures and is accompanied by coordinated metabolic, cytoskeletal, and transcriptional remodeling. These findings indicate that temperature actively regulates immune cell behavior rather than serving solely as a passive environmental constraint. Collectively, our results provide a conceptual framework for understanding temperature-dependent regulation of immune cell dynamics under subphysiological conditions.

## Data Availability

The RNA sequencing data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under accession number GSE316736. All other data supporting the conclusions of this study are included in the article and its **Supplementary Material**.

# Supplementary material for: Adaptive restoration of T-cell motility by cold acclimation through metabolic and transcriptional remodeling
**Source:** Front Immunol. 2026 Apr 10;17:1789182. doi: 10.3389/fimmu.2026.1789182
**Supplement:** Supplementary Figure 1 — Geometrical definition of the cell–deformation area. The cell region at time t (green) and at t + 3 min (red) are superimposed. The cell–deformation area (yellow) was defined as the portion of the t + 3 min contour that lies outside the contour at time t, representing the newly occupied cellular area between consecutive time points. (a) Example in which the cell remains largely at the same position but undergoes shape remodeling. (b) Example in which the cell changes position while deforming. This parameter quantifies geometric contour remodeling and may increase during translational migration, spreading, or contraction depending on the relative gain and loss of area.

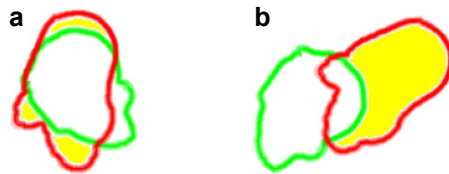

**Supplementary Figure S1.** Geometrical definition of the cell-deformation area. The cell region at time  $t$  (green) and at  $t + 3$  min (red) are superimposed. The cell-deformation area (yellow) was defined as the portion of the  $t + 3$  min contour that lies outside the contour at time  $t$ , representing the newly occupied cellular area between consecutive time points. (a) Example in which the cell remains largely at the same position but undergoes shape remodeling. (b) Example in which the cell changes position while deforming. This parameter quantifies geometric contour remodeling and may increase during translational migration, spreading, or contraction depending on the relative gain and loss of area.

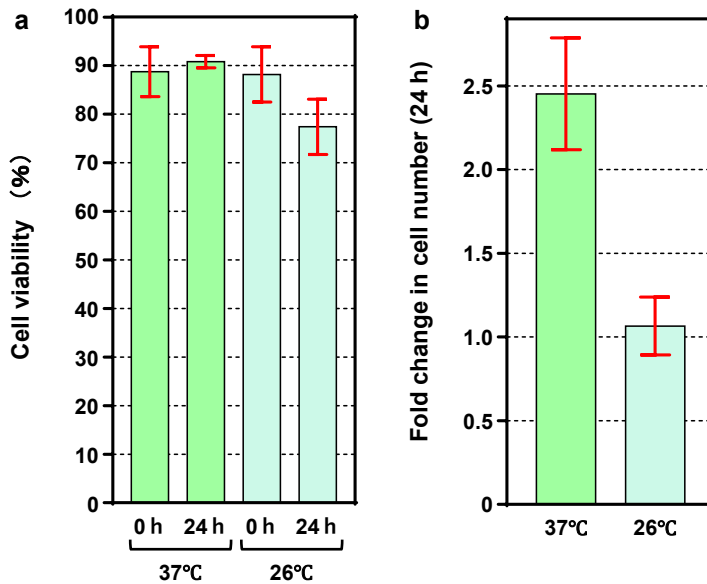

**Supplementary Figure S2.** Cell viability and proliferation under cold acclimation conditions. (A) Cell viability was assessed by trypan blue exclusion assay at 0 h and after 24 h incubation at 37°C or 26°C. Although a modest decrease in viability was observed after 24 h at 26°C, this difference did not reach statistical significance (Welch's t-test,  $p = 0.0808$ ). Data are presented as mean  $\pm$  SD from three independent biological replicates ( $n = 3$ ). For each biological replicate, cell counts were performed in quadruplicate and averaged prior to statistical analysis. (B) Cell proliferation over 24 h under the indicated temperature conditions. Proliferation was calculated as the fold change in total cell number relative to baseline (0 h). Cells cultured at 37°C exhibited robust expansion (2.45-fold increase), whereas proliferation was markedly suppressed at 26°C (1.066-fold increase). Data are presented as mean  $\pm$  SD from three independent biological replicates ( $n = 3$ ).

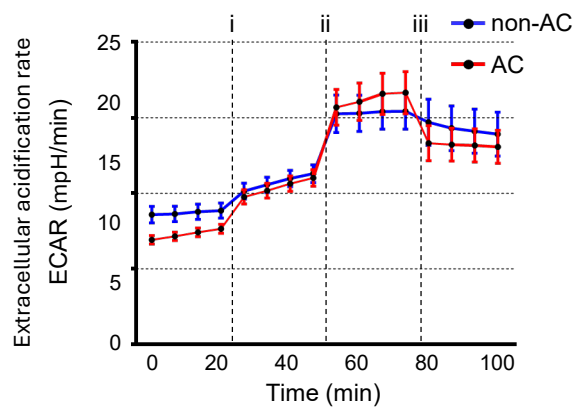

**Supplementary Figure S3.** ECAR profiles at 37°C in cold-acclimated and non-acclimated T cells. ECAR increased in both groups upon returning to 37°C, with a tendency toward higher activity in cold-acclimated cells. These results indicate that cold acclimation does not compromise glycolytic capacity and suggest that the respiratory advantage of acclimated cells is unlikely to be attributable to reduced glycolysis.

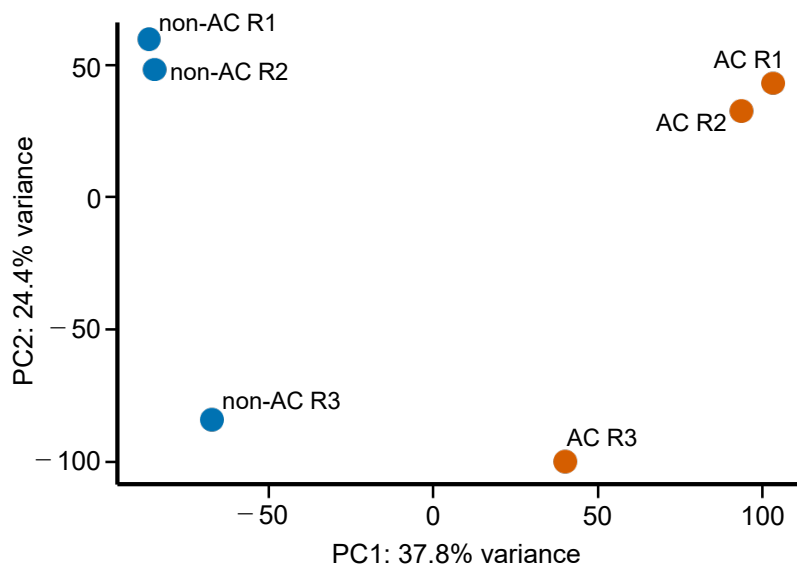

**Supplementary Figure S4.** Principal component analysis (PCA) of RNA-seq datasets. Principal component analysis was performed using normalized transcript counts from three independent biological replicates per condition (R1–R3). Each dot represents one biological replicate and is labeled directly on the plot. Blue dots indicate non-AC (non-acclimated, 37°C) T cells, and orange dots indicate AC (cold-acclimated, 26°C for 24 h) T cells. Biological replicates cluster tightly within each condition and are clearly separated along PC1. The percentage of variance explained by each principal component is indicated on the axes.

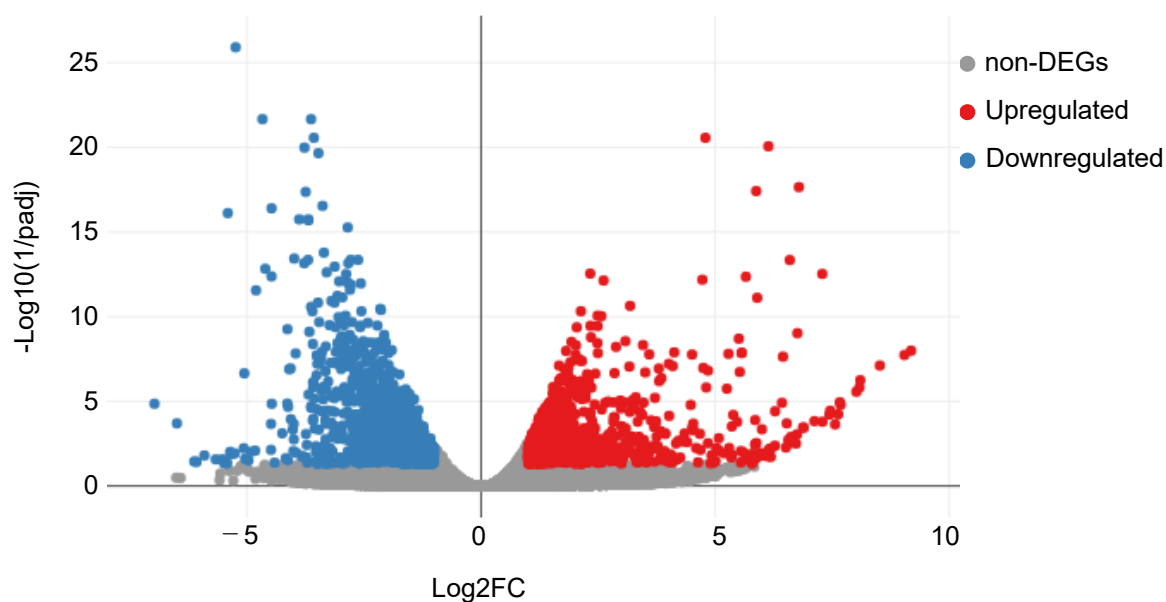

**Supplementary Figure S5.** Volcano plot of differentially expressed genes following cold acclimation. Volcano plot showing the global distribution of gene expression changes between non-acclimated (37°C) and cold-acclimated (26°C for 24 h) T cells. Each dot represents one gene. The x-axis indicates log2 fold change, and the y-axis indicates  $-\log_{10}(\text{adjusted p-value})$ . Genes meeting the predefined thresholds for differential expression (absolute log2 fold change  $\geq 1$  and adjusted p-value  $< 0.05$ ) are highlighted in red (upregulated) and blue (downregulated), while non-significant genes are shown in gray.

**a**

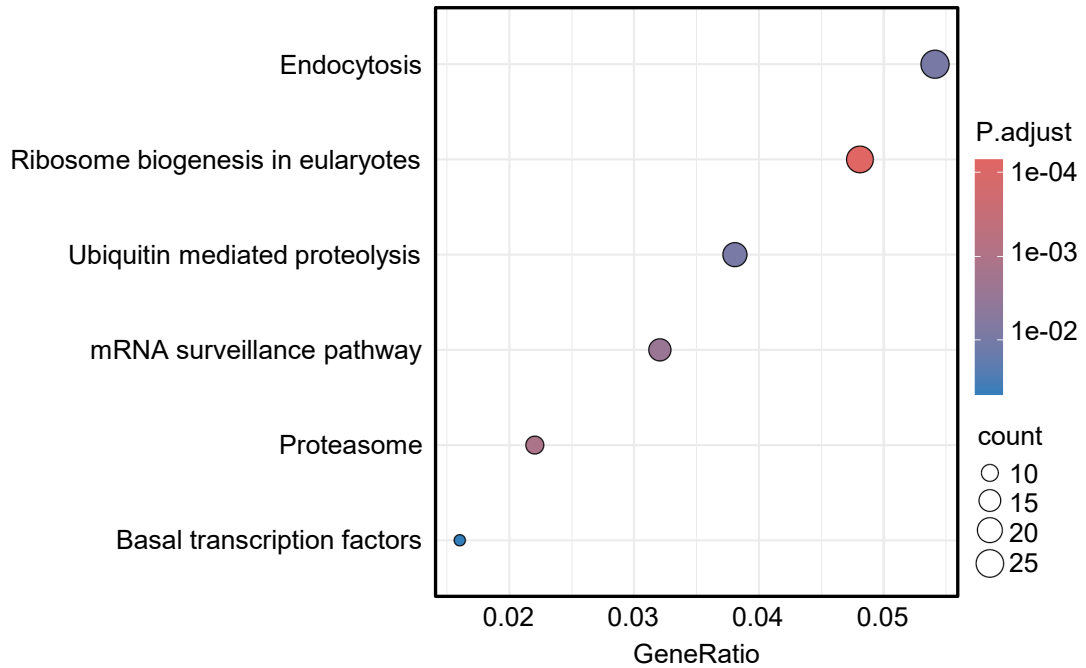

**b**

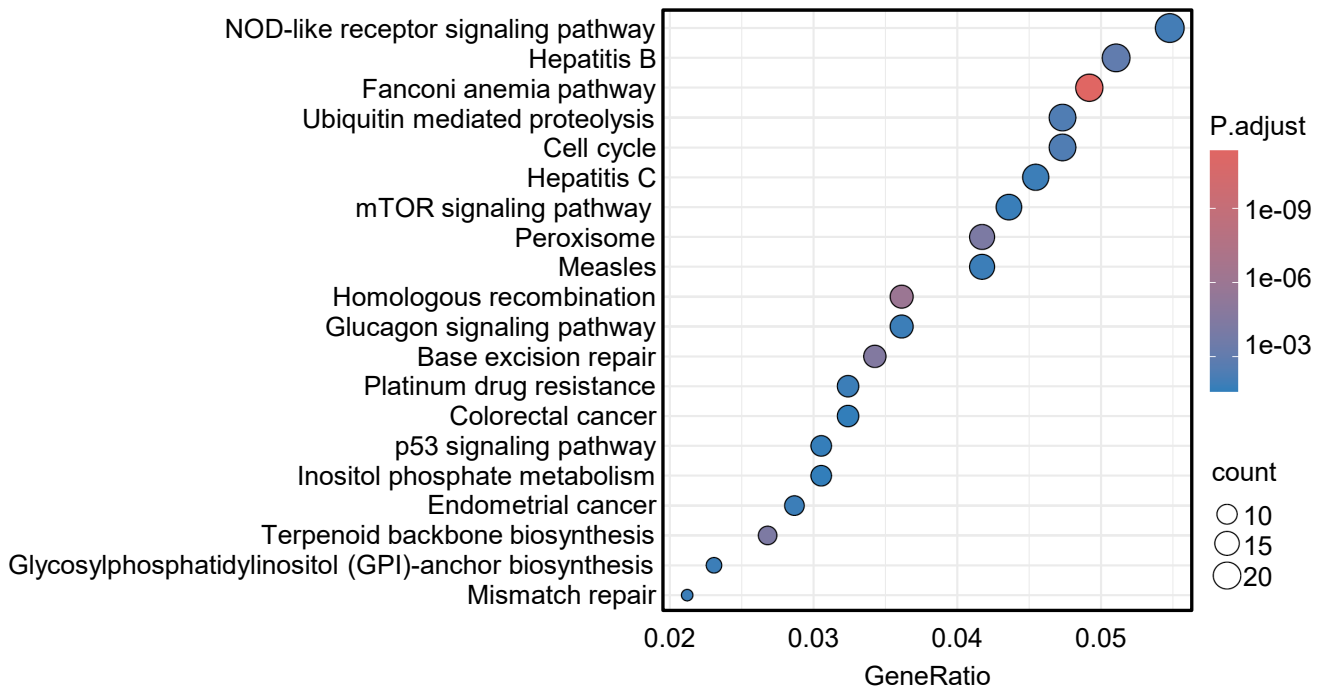

**Supplementary Figure S6.** KEGG pathway enrichment analysis of differentially expressed genes following cold acclimation. (a) Significantly enriched KEGG pathways among upregulated genes in cold-acclimated T cells. (b) Significantly enriched KEGG pathways among downregulated genes. The x-axis indicates gene ratio, dot size represents the number of genes mapped to each pathway, and color indicates adjusted p-value (Benjamini-Hochberg correction). Pathways with adjusted p-value < 0.05 were considered significantly enriched.

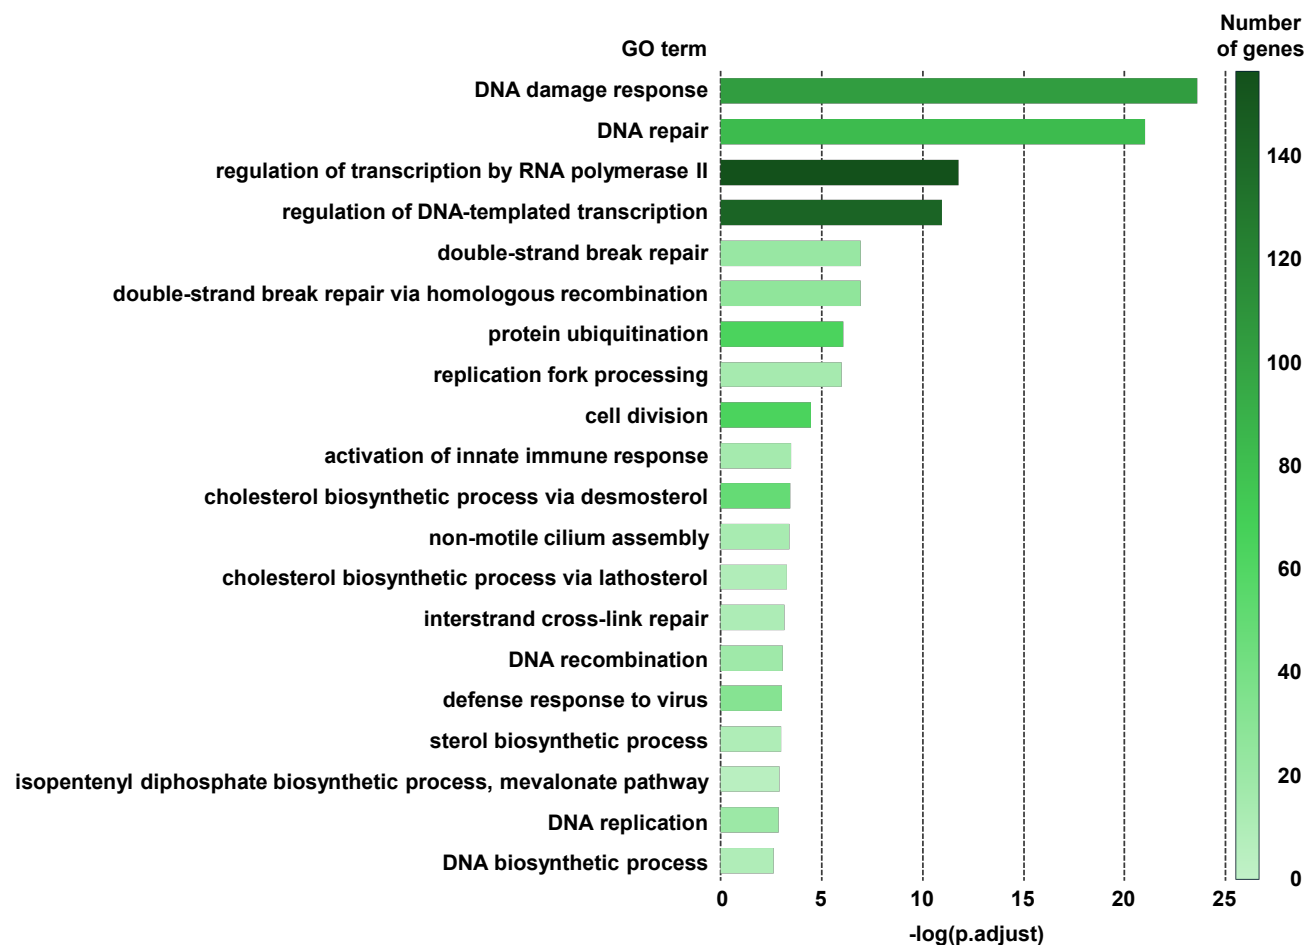

**Supplementary Figure S7.** GO enrichment analysis (Biological Process) of genes downregulated in cold-acclimated T cells. The horizontal axis represents the  $-\log_{10}$  of the adjusted p-values (FDR-corrected). Bar colors indicate the number of genes associated with each biological process. See also Supplementary Figure S5 for KEGG pathway enrichment analysis.

How the deposited data were processed for this re-analysis (not part of the article)

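RNA sequencing of D10 T cells was analysed for 3 cold-acclimated replicates (24 h at 26°C) and 3 non-acclimated replicates (24 h at 37°C). The authors selected poly(A)+ RNA, made strand-specific libraries, sequenced paired-end reads, aligned them to GRCm39 with HISAT2, counted reads per gene with featureCounts and tested genes with DESeq2. The TPM values used here are as deposited by the authors, with counts divided by gene length and each library scaled to the same total. No scaling between libraries was seen in the values. The software versions, the annotation release, the strand setting, the gene lengths and the way counts became TPM are not stated, and the division by gene length was read from the values. Gene symbols, positions, gene types and GO terms were taken from the deposited table, and 99.99% of the 29951 genes matched by identifier to a GENCODE annotation of GRCm39 overlapped it on the same chromosome.

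The read numbers behind the TPM were recovered from the common step of each gene's values. The libraries held between 16899628 and 31290854 recovered reads, with medians of 21462543 in non-acclimated and 20579363 in cold-acclimated cells. The largest deviation of a recovered number from a whole number was 1.16e-10 reads. For 901 genes the gene length read from the step became a whole number only after multiplication by a common factor. Differential expression was tested with limma 3.58.1 in R 4.3.3 on log2(TPM + 1), with a mean-variance trend, over the 12227 genes with a mean TPM of at least 1. The thresholds were a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change of at least 1 in size. Gene lists were tested with limma's camera with a preset correlation of 0.01. The p of the 18 process lists were adjusted over these 18, and those of the marker lists apart from them, over the 5 marker lists with at least 3 tested genes. GO biological process terms were tested by a one-sided Fisher's exact test over 3673 terms with at least 5 tested genes, against the 9721 tested genes with a term, with Benjamini-Hochberg adjustment. Other values were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and drawn with matplotlib 3.10.9. KEGG pathways were not used here.

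The 18 lists cover ribosome biogenesis, RNA splicing, translation initiation, chromatin organization, transcription elongation, ubiquitin-mediated proteolysis, the proteasome, DNA replication, DNA repair, cell division, sterol biosynthesis, the antiviral and innate immune response, nuclear-encoded and mitochondrially encoded oxidative phosphorylation, glycolysis, the actin cytoskeleton and motility, the circadian clock, and heat shock and protein folding. Another 7 lists hold markers of T cells, B cells, macrophages and monocytes, and erythroid cells, replication-dependent histones, cytosolic ribosomal proteins and p53 target genes. The histone list also holds H1f0, which is not replication-dependent. The lists were written from general knowledge. Of their entries, 1486 were matched by name, 3 by an older symbol and 13 by an alias, and 2 were not matched.

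The genes named were set by a rule. It takes the 5 largest changes in each direction among called genes with a mean TPM of at least 5 and no overlap between the conditions, the genes for proteins the paper names (Rbm3, Gpx4, Prkaa1, Prkaa2, Mtor and Rptor), Cirbp, Mki67, Cd4, Cd3e and Gata3, and the 2 members of each of the 18 lists with the smallest p in the direction of the list's median. The largest-change part was met by 230 upregulated and 1541 downregulated genes. Genes named outside this rule are said to be chosen after their values were seen.

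Whether the replicate number pairs a cold-acclimated with a non-acclimated library was checked from the deviations of each library from its condition's mean. The correlation of these deviations across genes was 0.48, 0.50 and 0.51 for libraries with the same replicate number, and between -0.41 and 0.02 for libraries with different numbers, so the numbers pair the libraries. The labels mention old and new batches of RNA extraction without saying which library belongs to which. A fit with the replicate as a term was therefore among the alternatives.

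The procedure was tested on simulated data with 200 changed genes. Every read count was recovered for 98.8% of 20276 genes, and library totals differed by at most 0.45%. limma called all 200 changed genes with the right sign, and 16 others, among 12188 genes. The fit with a replicate term called 18 others and voom 5 others, each with all 200. The median size of the log2 fold change was 1.92 in limma and 1.99 with voom, for a true size of 2. The changed list passed the threshold in camera, fry and Fisher's exact test, and 0 of 17 random lists did in camera or fry. The random lists hold no genes that vary together, so this does not give the error rate of camera for lists of related genes. The simulation had as many higher as lower genes, the same dispersion for every gene, and no difference between replicates. It therefore does not test the choice of scaling or of a replicate term for the real data.

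The lists, the rule for named genes and the following alternatives were set before the data were examined: a pseudocount of 0.1, no filter on low values, a mean TPM of at least 5, the 15234 genes with the highest mean TPM, a replicate term, a replicate term with a correction for length and GC content (known for 91.8% of tested genes), median of ratios scaling, quantile normalization, limma without the trend, the adjusted p alone, each library left out in turn, camera with an estimated correlation, fry, GO terms as lists, and other inputs for the principal components. Those added after the data had been seen were voom on the recovered reads with and without median of ratios scaling, median of ratios scaling with a replicate term, protein-coding genes only, unit variance without a filter for the principal components, and median of ratios scaling for the 37°C level.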

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

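The tests of explanations in this part, and the Fisher's exact test of snoRNA genes, were chosen only after the result was seen.

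snoRNA genes, which the paper does not discuss, were over-represented among upregulated genes. In limma 30 of 200 tested snoRNA genes were called upregulated (15.0%), against 2.42% of other genes (odds ratio 7.12, two-sided Fisher's exact test across genes, p = 7.3e-15). This p treats genes as independent, although 190 of the 200 lie inside 113 host genes, and it does not measure variation between replicates. The median log2 fold change of snoRNA genes was 1.1 in replicate 1, 1.37 in replicate 2 and -0.22 in replicate 3, and 153, 152 and 84 of the 200 were higher, so the class as a whole did not rise in replicate 3. The 30 called genes were higher in all 3 replicates. The scaling of the libraries is argued against as the source, since the median over the 3 replicates was 0.82 with TPM as deposited, 1.07 with median of ratios scaling and 1.27 with quantile normalization, with 44 and 49 genes called upregulated under these and 12 with voom, an alternative chosen after seeing the data. In limma 2 snoRNA genes were called downregulated. Higher expression of the genes that contain the snoRNA genes is argued against in replicates 1 and 2. Over the 190 snoRNA genes inside a tested gene, the median difference in log2 fold change from the host gene was 0.60 (0.46 with median of ratios scaling), with 140 and 138 higher than the host in replicates 1 and 2 and a median difference of -0.33 in replicate 3. Reads of unspliced RNA of the containing gene at the position of a snoRNA gene were not measured and stay open. A gain of all short RNA genes, as a difference in RNA purification or library preparation could give, was tested on 165 other RNA genes of 200 bases or less. Their median was 0.07 in replicate 1, against 1.1 for snoRNA genes, and 1.12 in replicate 2, a rise that a gain of short RNA in general could give. The test cannot decide for replicate 1. All tested genes had a median of -0.32 there, so these RNA genes lay above other genes. The 77 of them outside a tested gene had a median of 0 in replicate 1, which genes without reads could give. Cold acclimation itself stays among the open explanations and was not tested.

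Apoe, a macrophage marker that the paper does not discuss and that was chosen after its values were seen, lies on chromosome 7 of GRCm39 (19430169 to 19434326). It had 3.23, 7.93 and 26.0 TPM in non-acclimated and 60.5, 132 and 70.7 TPM in cold-acclimated replicates 1, 2 and 3, a log2 fold change of 3.06 (standard error 0.65, adjusted p = 0.02 in limma), higher in 3 of 3 replicates (3.86, 3.90 and 1.41). RNA of macrophages in the cold-acclimated libraries is argued against by 11 of 14 other macrophage and monocyte markers below 1 TPM in all 3 of them. The other 3 were Ctss (46.3, 121 and 1.62 TPM), Lyz2 (0.547, 1.58 and 14.8 TPM) and Cd68 (2.60, 1.07 and 6.36 TPM), chosen after their values were seen. Ctss was at 40.9, 68.3 and 0.459 TPM in the non-acclimated libraries. Scaling is argued against by a log2 fold change of 3.43 after median of ratios scaling and 3.46 after quantile normalization. A change in the D10 cells with cold acclimation is a hypothesis that these data did not test independently.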

How the results depend on the processing

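The replicate number pairs the libraries. With the replicate as a block, 458 genes were called upregulated and 2679 downregulated, and all 321 and 1954 genes called without it were among them. The block brought Mtor, Cirbp, mt-Atp8 and Pfkfb3 past the adjusted p threshold in limma (adjusted p of 0.04, 0.012, 0.02 and 0.023, with ranges over the alternatives of 0.04 to 0.56, 0.012 to 0.16, 0.02 to 0.26 and 0.0063 to 0.22), and changed no other call of the 18 lists or of a gene named by the rule. Of the genes chosen after their values were seen, Cdkn1a (adjusted p = 0.02 in limma) and Ccng1 (0.011) passed it with the block as well. No gene called as deposited was called in the opposite direction under any alternative run.

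Genes called upregulated and downregulated numbered 184 and 1121 without a filter on low values, which tests more genes, 802 and 1075 with median of ratios scaling, and 731 and 765 with quantile normalization. Among the alternatives chosen after seeing the data, voom with median of ratios scaling gave 767 and 1122, with the block as well 1160 and 1845, and limma with median of ratios scaling and the block 1086 and 1544. The other alternatives that keep all 6 libraries stayed within 1.5 times the main counts. Leaving out single libraries gave 59 to 459 upregulated and 345 to 2725 downregulated genes. The counts fell without cold-acclimated replicate 1 (72 and 450), cold-acclimated replicate 2 (78 and 600), non-acclimated replicate 1 (78 and 527) and non-acclimated replicate 2 (59 and 345). They were 459 and 2725 without cold-acclimated replicate 3 and 395 and 1820 without non-acclimated replicate 3, so fewer samples alone do not account for the fall. The smallest adjusted p of any named gene in limma was 0.035 to 0.044 in the 4 fits with lower counts. A call lost in those fits therefore does not show that it rests on the library left out. The cause was not tested for the scalings.

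PC1 held 47.2% of the variance with unit variance, 50.7% with the 500 most variable genes (PC2 33.7%) and 38.7% with unit variance and no filter, an alternative chosen after seeing the data. The conditions did not overlap on PC1 in any of these. The cause was not tested.

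The ratio of the 37°C medians of downregulated to upregulated genes was 1.82 with a pseudocount of 0.1, 3.68 without a filter, and 1.66 to 11.2 with a library left out (11.2 and 5.42 without cold-acclimated replicate 1 and 2, 6.37 and 10.6 without non-acclimated replicate 1 and 2). It reversed to 0.876 with median of ratios scaling, an alternative chosen after seeing the data for this ratio. The correlation of the log2 fold change with the 37°C level was -0.27 without a filter and 0 to 0.08 with a library left out. The cause was not tested.

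Of the 18 lists, 12 passed the threshold in camera. With the correlation estimated from the data none did (adjusted p of 0.67 to 0.69 in limma's camera), at the same relative medians (ribosome biogenesis 0.78, RNA splicing 0.39, translation initiation 0.50, proteasome 0.57, DNA replication -0.97, DNA repair -0.81, cell division -1.18, sterol biosynthesis -0.63, antiviral response -0.75, nuclear-encoded oxidative phosphorylation 0.35, mitochondrially encoded oxidative phosphorylation 0.78, circadian clock 0.46). In fry, DNA repair and sterol biosynthesis alone of these passed it. Neither the estimated correlation nor fry was run with the replicate as a block. Quantile normalization left RNA splicing (0.15), translation initiation (0.20), proteasome (0.16), nuclear-encoded (0) and mitochondrially encoded oxidative phosphorylation (0.24) and the circadian clock (0.47) short of the threshold, and turned ubiquitin-mediated proteolysis to -0.12, actin to -0.18 and heat shock to -0.07. GO terms as lists left the proteasome (0.19), antiviral response (-0.28) and circadian clock (0.03) short of it and turned actin to -0.10. The cause was not tested.

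Median of ratios scaling brought transcription elongation (0.21) and heat shock (0.32) past the threshold, and so did, at the same values, its combinations with the block, with voom and with both, which were chosen after seeing the data. Chromatin organization turned to 0.02 with each of these and with voom alone, and a pseudocount of 0.1 turned it to 0.01. The replicate block with a correction for length and GC content turned chromatin organization to 0.10 and left nuclear-encoded oxidative phosphorylation at 0.16, short of the threshold. Without a filter, transcription elongation was at -0.10, ubiquitin-mediated proteolysis at -0.23, actin at -0.12 and the circadian clock at 0.01. Ubiquitin-mediated proteolysis was at -0.01 with a mean TPM of at least 5 and -0.03 with the 15234 genes of highest TPM, which left the circadian clock at 0.17. The circadian clock was also short of the threshold with voom and median of ratios scaling (0.47) and with median of ratios scaling and the block (0.48), both chosen after seeing the data. The cause was not tested.

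With each library left out in turn, chromatin organization ranged from -0.08 to 0.06, transcription elongation from 0.16 to 0.26, ubiquitin-mediated proteolysis from -0.05 to 0.10, the antiviral response from -1.28 to -0.31, nuclear-encoded oxidative phosphorylation from 0.31 to 0.41, the circadian clock from 0.18 to 0.74 and heat shock from 0.14 to 0.37. The changes of side or direction came without cold-acclimated replicate 1 (chromatin 0.06), cold-acclimated replicate 2 (elongation 0.26, circadian clock 0.18, heat shock 0.33), cold-acclimated replicate 3 (ubiquitin -0.03, antiviral -0.52, nuclear-encoded oxidative phosphorylation 0.31) and non-acclimated replicate 1 (ubiquitin -0.05, antiviral -0.57). Ribosome biogenesis (0.61 to 1.04), DNA repair (-0.98 to -0.65), cell division (-1.74 to -0.69), DNA replication (-1.59 to -0.59) and sterol biosynthesis (-0.83 to -0.49), RNA splicing (0.30 to 0.56), translation initiation (0.44 to 0.55), the proteasome (0.46 to 0.63) and mitochondrially encoded oxidative phosphorylation (0.44 to 0.89) stayed past the threshold in camera with any library left out. Glycolysis stayed short of it under every alternative run.

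Among named genes not called, the log2 fold change of Gpx4 was 0.07, of Cd3e 0.11 and of Gata3 0.26 with median of ratios scaling. With a library left out, Rbm3 ranged from -0.04 to 0.85, Cd4 from -2.31 to 2.78 and Gata3 from -0.33 to 0.14. Rbm3 was at -0.04 and Gata3 at 0.14 without cold-acclimated replicate 3, and Cd4 was at -2.31 without it, -0.83 without non-acclimated replicate 1 and -1.34 without non-acclimated replicate 2.

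At a TPM of about 1 a protein-coding gene rests on a median of 26 to 43 recovered reads, and the smallest change that can be detected there was not tested.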

Differences from the paper's values

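The paper reports 1,243 upregulated genes, 8.2% of 15,234 detected genes, whereas 321 of 12227 tested genes, 2.63%, were called here. Of the alternatives set before the data were examined, none brought the number within 1.5 times the paper's, and median of ratios scaling (6.56%) and quantile normalization (5.98%) did so for the percentage. Median of ratios is the scaling the paper's methods name. The number also came within 1.5 times under median of ratios scaling with the replicate as a term (1086, 8.88%) and voom with both (1160, 9.49%), and the percentage under voom with median of ratios scaling (6.27%). These alternatives were chosen after seeing the values, and how many of the paper's own called genes they drop is not known, since its list of genes was not used here.

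The paper reports 1,008 downregulated genes, 6.6%, whereas 1954 genes, 16.0%, were called here. Of the alternatives set before the data were examined, median of ratios scaling (1075, 8.79%), quantile normalization (765, 6.26%) and no filter on low values (1121, 5.29%) came within 1.5 times for number and percentage, and leaving out cold-acclimated replicate 2 for the percentage alone (4.91%). The other alternatives set then did not. voom with median of ratios scaling, chosen after seeing the values, gave 1122 (9.18%).

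The paper describes replicates as clustering tightly within each condition. The cold-acclimated library of replicate 3 had a higher correlation with the non-acclimated library of replicate 3 (0.945) than with the other cold-acclimated libraries (0.932 and 0.913), whereas the conditions were apart on PC1. PC1 and PC2 hold about 38% and about 24% in Supplementary Figure S4, read by eye, against 55.4% and 25.2% here, within 1.5 times. Unit variance without a filter, chosen after seeing the values, gave 38.7% and 24.5%.

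The paper states that genes high at 37°C mostly fell and genes low at 37°C rose. Of the 3057 genes with the highest 37°C TPM, 310 were called downregulated and 46 upregulated, but of the 3057 genes with the lowest, 397 were called downregulated and 153 upregulated, numbers that the filter on low values and the log2(TPM + 1) scale partly set. The downregulated genes had the higher median at 37°C (21.1 against 9.42 TPM), and the lower one with median of ratios scaling (20.8 against 23.8 TPM), chosen after seeing the values.

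The paper lists chromatin organization and ubiquitination among upregulated processes. Of the 20 terms of its Figure 8, 11 held more called genes than chance would give and 1 passed the threshold in Fisher's exact test (19 and 3 with median of ratios scaling, 12 and 0 with the replicate term, 13 and 0 with quantile normalization). With median of ratios scaling and the replicate term together, chosen after seeing the values, it was 18 and 3. voom with median of ratios scaling, also chosen then, gave 20 and 3, and 19 and 3 with the replicate term as well. The chromatin and ubiquitin lists did not pass the threshold (relative medians -0.02 and 0.02, adjusted p of 0.77 and 0.98 in limma's camera), whereas ribosome biogenesis (0.78), RNA splicing (0.39), translation initiation (0.50) and the proteasome (0.57) did. Transcription elongation (0.17, adjusted p = 0.11 in limma's camera) passed under median of ratios scaling (adjusted p = 0.025 in limma's camera, with a range over the alternatives of 0.019 to 0.67), under its combinations with the replicate term and voom, chosen after seeing the values, and without cold-acclimated replicate 2.

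The paper lists stress responses and multiple metabolic pathways among downregulated clusters. Of the 20 terms of Supplementary Figure S7, all 20 held more called genes than chance would give and 7 passed the threshold in Fisher's exact test (10 with the replicate term and 6 with median of ratios scaling). Among the alternatives chosen after seeing the values, 8 passed with both, 9 under voom with median of ratios scaling and 11 under voom with both. The heat shock list had a relative median of 0.29 (adjusted p = 0.13 in limma's camera) and -0.07 with quantile normalization, and the oxidative phosphorylation lists were above all genes (0.35 and 0.78, and 0 and 0.24 with quantile normalization), whereas sterol biosynthesis (-0.63), the antiviral response (-0.75), DNA repair (-0.81) and cell division (-1.18) were below.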

Other observations

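The tests of explanations, the splits of the libraries and the comparison of replicates in this part were chosen only after the result was seen.

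More genes were called downregulated than upregulated, with a median log2 fold change of -0.32, -0.44 and -0.24 in replicates 1, 2 and 3. A larger share of the 100 highest genes does not account for the whole of it, since their share rose from 31.1% to 34.0%, from 26.0% to 35.7% and from 25.1% to 27.2%, which would give falls of -0.06, -0.20 and -0.04. Sequencing depth is argued against by read ratios of 1.16, 0.959 and 0.804, on both sides of 1. With the block and a correction for length and GC content, 12.1% of called genes were upregulated, against 14.6% with the block alone. The correction is centred within each library and cannot remove a shift of all genes, so length and GC content stay open. With median of ratios scaling 42.7% were upregulated. A scaling of this kind sets the balance itself, so a general fall of transcripts and an effect of scaling cannot be told apart.

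Of the 10 splits of the 6 libraries into groups of 3, only the real one, 1 of 10, called any gene in limma (2275, and 4612 at an unadjusted p under 0.05, against 0 in each of the other 9, and 24 to 1306 unadjusted), and 1 of 10 had as many as 12 lists past the threshold, against 3 to 11 of the 18 in the other 9 splits, so lists also pass in limma's camera with a preset correlation when the conditions are mixed. The smallest share that 10 splits can give is 1 of 10, so this test is too small to decide on chance for either. Among the 4 splits that part all 3 pairs, the real one called 3137 genes with the block and the other 3 called 0.

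Cell division genes had a median log2 fold change of -0.03 in replicate 3. A swap of the conditions in replicate 3 is argued against by a Spearman correlation across genes of 0.61 with replicate 1. For an equally weaker change of all genes, as partial mixing of the conditions could give, 10000 random lists matched on the change in replicates 1 and 2 gave an expected median of -1.06 (-1.24 to -0.90). The observed value lies outside this range, as do DNA replication (-0.39 against -0.81), the antiviral response (-0.31 against -0.67) and ribosome biogenesis (0.03 against 0.20), whereas DNA repair (-0.68 against -0.61) and sterol biosynthesis (-0.76 against -0.59) lie inside theirs. Low depth is argued against by at least 25169484 reads in both libraries of replicate 3, more than in the other 4. The RNA extraction batch is stated for 0 of 6 libraries, so a batch and the replicate cannot be told apart. A different growth state of the cells stays open and was not tested.

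Some genes separated the replicates in both conditions. In both conditions, 30 genes were at least 4-fold higher and 25 lower in replicate 3 than in the others, against 19 and 10 for replicate 2 and 4 and 1 for replicate 1. Cd4 had 1.09, 0.0351 and 310 TPM in non-acclimated and 1.30, 0.352 and 328 TPM in cold-acclimated replicates 1, 2 and 3. Gzma had 2440, 168 and 4.25 and then 1790, 199 and 7.34 TPM, Ly6c1 0.52, 439 and 0.346 and then 0.412, 1480 and 0 TPM, and Trac 207, 15.0 and 185 and then 184, 12.8 and 129 TPM. Gzma, Ly6c1 and Trac were chosen after their values were seen. A single mislabelled library is argued against by correlations of the paired deviations of at least 0.48. Macrophages as the source of Cd4 in replicate 3 are argued against by 12 of 15 macrophage and monocyte markers under 1 TPM in at least 1 of its libraries, the other 3 being Apoe (26.0 and 70.7 TPM), Lyz2 (11.6 and 14.8 TPM) and Cd68 (4.27 and 6.36 TPM). Of the 15, 4 were among the tested genes. Trbv13-2 held at least 95.2% of the TPM of beta chain variable segments in every library, which argues against T cell clones with different beta chain segments, whereas sublines that share the segment stay open.

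Nuclear-encoded oxidative phosphorylation genes (78 tested) had a median log2 fold change 0.35 above that of all tested genes (adjusted p = 0.0088 in limma's camera), with 0.30, 0.35 and 0.37 in replicates 1, 2 and 3, and no gene called upregulated and 1 downregulated. At an unadjusted p under 0.05 in limma 0 were higher and 3 lower, and 0 of either were called when adjusted over the list alone. With the block and the correction for length and GC content the value was 0.16 (adjusted p = 0.56 in limma's camera, against 0.0057 with the block alone, with a range over the alternatives of 1.6e-05 to 0.99), which is consistent with a part of gene length or GC content in it. With quantile normalization the value was 0. Atp5mc1 and Uqcrh had log2 fold changes of 0.59 and 0.45 (limma adjusted p of 0.17 for both, and of 0.034 and 0.047 with median of ratios scaling, with ranges over the alternatives of 0.034 to 0.38 and 0.047 to 0.38), and both were higher in 3 of 3 replicates.

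Mitochondrially encoded oxidative phosphorylation genes (13 tested) were 0.78 above all genes (adjusted p = 0.0019 in limma's camera), with 0.13, 1.31 and 0.62 in replicates 1, 2 and 3 and no gene called in limma in either direction (at an unadjusted p under 0.05, 1 higher and 0 lower, and with the block 1 called). mt-Atp8, which overlaps mt-Atp6 on the same strand, had 0.715, 0 and 0 TPM in non-acclimated and 5.10, 0.545 and 2.88 TPM in cold-acclimated replicates 1, 2 and 3, so its value is uncertain. The conditions overlapped. It had a log2 fold change of 1.47 (adjusted p = 0.089 in limma, 0.02 with the block, with a range over the alternatives of 0.02 to 0.26), higher in 3 of 3 replicates, and mt-Nd2 of 0.44 (adjusted p = 0.26 in limma), higher in 2 of 3. Glycolysis genes (22 tested) were 0.41 above all genes (adjusted p = 0.12 in limma's camera), with 0 called upregulated and 2 downregulated in limma (3 and 3 at an unadjusted p under 0.05, and 3 and 1 called with median of ratios scaling). Over all genes tested 2 were lower at an adjusted p under 0.05 in limma, and 1 when adjusted over the list alone. Hk2 and Pfkfb3 had log2 fold changes of 1.73 and 1.04 (limma adjusted p of 0.067 and 0.076). Pfkfb3 had an adjusted p of 0.023 in limma with the block and 0.0063 without cold-acclimated replicate 3, Hk2 of 0.029 without non-acclimated replicate 3, and median of ratios scaling gave 0.043 for Hk2 and 0.045 for Pfkfb3 (ranges over the alternatives 0.029 to 0.2 for Hk2 and 0.0063 to 0.22 for Pfkfb3). Both were higher in 3 of 3 replicates.

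Actin cytoskeleton and motility genes (100 tested) were 0.11 above all genes (adjusted p = 0.76 in limma's camera) and at -0.18 after quantile normalization. Over all genes tested 2 were higher and 12 lower at an adjusted p under 0.05 in limma, and 2 and 10 when adjusted over the list alone. With both thresholds 2 were called upregulated and 10 downregulated, and 3 and 4 after median of ratios scaling. Limk2 had a log2 fold change of -2.00 (standard error 0.33, adjusted p = 0.01 in limma) and Vav1 of -1.83 (standard error 0.36, adjusted p = 0.016 in limma). Both were chosen in the direction of the list's median as deposited (-0.23, and 0.16 after median of ratios scaling), and both were lower in 3 of 3 replicates. Vav1 had a limma adjusted p (0.0025 to 0.067 over the alternatives) of 0.057 to 0.067 without cold-acclimated replicate 1 or 2 or non-acclimated replicate 1 or 2. Circadian clock genes (18 tested) were 0.46 above all genes (adjusted p = 0.016 in limma's camera, 0.084 without cold-acclimated replicate 2, with a range over the alternatives of 0.0063 to 0.67), with 0.49, 0.72 and 0.08 in replicates 1, 2 and 3. Of these, 3 were higher and 0 lower in limma, both over all genes tested and when adjusted over the list alone, and 4 and 0 were called after median of ratios scaling. Cry2 (1.52, standard error 0.36, adjusted p = 0.025 in limma) and Sik1 (1.64, standard error 0.41, adjusted p = 0.032 in limma) were higher in 3 of 3 replicates and had adjusted p of 0.06 to 0.11 without cold-acclimated replicate 1 or 2 or non-acclimated replicate 1 or 2.

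Rbm3, which overlaps Rbm3os on the opposite strand, had a log2 fold change of 0.49 (standard error 0.55, adjusted p = 0.56 in limma), and Cirbp of 1.59 (standard error 0.49, adjusted p = 0.055 in limma, 0.012 with the block, 0.037 with median of ratios scaling and 0.045 without non-acclimated replicate 3, with a range over the alternatives of 0.012 to 0.16). Rbm3 was higher in 2 of 3 replicates and Cirbp in 3 of 3. Gpx4 had a log2 fold change of -0.33 (adjusted p = 0.52 in limma), and of 0.07 with median of ratios scaling. Prkaa1 had a log2 fold change of -2.19 (standard error 0.51, adjusted p = 0.025 in limma), with limma adjusted p of 0.06 to 0.093 without any one library but cold-acclimated replicate 3, and Prkaa2 was listed at 0 in all 6 libraries. Mtor had a log2 fold change of -0.80 (standard error 0.24, adjusted p = 0.052 in limma, 0.04 with the block and without cold-acclimated replicate 3, 0.049 without the trend, with a range over the alternatives of 0.04 to 0.56). Rptor had -1.0 (standard error 0.26, adjusted p = 0.035 in limma, 0.13 with median of ratios scaling and 0.26 with quantile normalization, with a range over the alternatives of 0.027 to 0.26), and limma adjusted p of 0.062 to 0.13 without any one library but cold-acclimated replicate 3. Prkaa1, Mtor and Rptor were lower in 3 of 3 replicates. Cd3e had a log2 fold change of -0.29 (adjusted p = 0.5 in limma), Gata3 of -0.14 (adjusted p = 0.78 in limma) and Cd4 of 0.20 (adjusted p = 0.97 in limma), and with median of ratios scaling Cd3e had 0.11 and Gata3 0.26.

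Cytosolic ribosomal protein genes (79 tested) were 0.68 above all genes (adjusted p = 5.6e-11 in limma's camera), with none called in limma (1 higher and 0 lower at an unadjusted p under 0.05) and 0.10 above all genes with quantile normalization. T cell markers (16 tested) were 0.37 above all genes (adjusted p = 0.16 in limma's camera), 0.02 with quantile normalization, and macrophage and monocyte markers (4 tested) 0.81 above (adjusted p = 0.13 in limma's camera). The list written for replication-dependent histones (17 tested) had a relative median of -0.14 (adjusted p = 0.69 in limma's camera, direction up). It includes H1f0, which is not a replication-dependent histone gene, so the label does not hold for every member. B cell markers (2 tested) had a relative median of 0.18 and erythroid markers (1 tested) of -0.19, too few genes for camera.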
